# Transcript isoform sequencing reveals widespread promoter-proximal transcriptional termination in *Arabidopsis*

**DOI:** 10.1038/s41467-020-16390-7

**Published:** 2020-05-22

**Authors:** Quentin Angelo Thomas, Ryan Ard, Jinghan Liu, Bingnan Li, Jingwen Wang, Vicent Pelechano, Sebastian Marquardt

**Keywords:** RNA, Gene expression, Plant molecular biology

## Abstract

RNA polymerase II (RNAPII) transcription converts the DNA sequence of a single gene into multiple transcript isoforms that may carry alternative functions. Gene isoforms result from variable transcription start sites (TSSs) at the beginning and polyadenylation sites (PASs) at the end of transcripts. How alternative TSSs relate to variable PASs is poorly understood. Here, we identify both ends of RNA molecules in *Arabidopsis thaliana* by transcription isoform sequencing (TIF-seq) and report four transcript isoforms per expressed gene. While intragenic initiation represents a large source of regulated isoform diversity, we observe that ~14% of expressed genes generate relatively unstable short promoter-proximal RNAs (sppRNAs) from nascent transcript cleavage and polyadenylation shortly after initiation. The location of sppRNAs correlates with the position of promoter-proximal RNAPII stalling, indicating that large pools of promoter-stalled RNAPII may engage in transcriptional termination. We propose that promoter-proximal RNAPII stalling-linked to premature transcriptional termination may represent a checkpoint that governs plant gene expression.

## Abstract (web summary)

Gene isoforms result from variable transcription start sites (TSSs) and polyadenylation sites (PASs) at the end of transcripts. Here, the authors perform transcript isoform sequencing and find widespread promoter- proximal transcriptional termination in *Arabidopsis*, suggesting this may represent a checkpoint that regulates plant gene expression.

## Introduction

Organisms respond to changing environments by regulating the transcriptional activity of RNA polymerase II (RNAPII) to adjust gene expression^1^. However, RNAPII transcription generates distinct mRNA and non-coding RNA isoforms derived from a single gene^2^. As alternative gene isoforms may have opposing functions^3^, the identification of transcript isoform diversity can be key to resolve molecular mechanisms underpinning causative genetic variation. The selection of transcription start sites (TSSs) represents a key source of transcript heterogeneity. The majority of TSSs map to gene promoter regions, where DNA sequence elements recruit RNAPII to initiate transcription in nucleosome-depleted regions (NDRs). The precise positions of TSSs may form a focused pattern with one predominant TSS position, or a dispersed pattern, where TSSs can be detected within a broader sequence window that is characteristic of housekeeping genes^4^. A dispersed pattern of initiation maintains steady levels of transcription, yet results in RNA molecules that differ in their 5′ sequences, which may affect transcript stability^5^ or alternative translation^6^. Additional transcript isoforms result from transcription on the antisense strand of genes to yield long non-coding RNA (antisense lncRNA)^7^. Antisense lncRNA transcription may regulate expression of the corresponding mRNA transcript^8^. Transcriptional initiation within genes (intragenic initiation) may result in mRNA isoforms encoding protein variants lacking N-terminal protein domains^9^. Chromatin-based mechanisms counter-acting intragenic TSSs during RNAPII elongation could affect the diversity of proteins derived from a gene^10^. However, it remains an open question whether intragenic TSSs usually connect to the canonical gene 3′-end, or if short transcript isoforms are generated that may not be translated.

Alternative transcriptional termination shapes isoform expression through differential selection of the 3′-end of transcripts^11,12^. Transcriptional termination at intragenic polyadenylation sites (PASs) results in mRNA isoforms lacking C-terminal protein domains and represents a mechanism regulating a wide range of biological processes^12^. In addition, the process of transcriptional termination is tightly connected to RNA surveillance pathways that determine RNA stability and nuclear export^13^. The nuclear exosome represents a 3′-to-5′ exonuclease that associates with RNAPII to degrade nascent RNAs^7^. Transcriptome analyses in nuclear exosome mutants thus reveal RNA molecules that are transcribed yet rapidly targeted for RNA degradation (i.e. cryptic transcripts), for example widespread divergent lncRNA transcription from gene promoter NDRs in the opposite direction respective to the mRNA^7^. Transcription in each direction of gene promoter NDRs is also selectively controlled at the level of initiation by chromatin-based mechanisms^14,15^ and sequence-specific transcription factors^16^. Binding sites for the spliceosomal small nuclear RNA (snRNA) U1 selectively promote elongation of mRNA transcription over divergent lncRNA transcription^17^. The suppression of premature transcriptional termination (i.e. telescripting) by U1 is distinct from the splicing function of U1 (ref. ^18^). pre-mRNA splicing represents an additional mechanism to amplify gene isoform diversity through alternative combinations of exons^19^. In summary, alternative pre-mRNA processing activities during transcriptional elongation contribute to the transcript isoforms generated from a single gene.

RNAPII density profiles across genes typically show two peaks: a first peak near the TSSs, and a second peak near PASs. The peak at PASs reflects a reduction of RNAPII movement that aids nascent transcript cleavage and polyadenylation by eukaryotic cleavage and polyadenylation specificity factors (CPSF) and cleavage stimulation factors (CstF)^11,20^. Peaks near TSSs represent RNAPII promoter-proximal pausing, where transcriptionally active RNAPII accumulates^21^. In metazoans, DRB sensitivity-inducing factor (DSIF) and negative elongation factor (NELF) stabilise RNAPII pausing^22^. RNAPII transcription elongation factors such as positive transcription elongation factor b (p-TEFb) and polymerase associate factor I (PAF-I) trigger disassociation of NELF and DSIF and promote transcriptional elongation^23,24^. The stability of paused RNAPII complexes in metazoans varies greatly between genes^25–27^, supporting the idea that RNAPII turnover affects the accumulation of RNAPII complexes near TSSs^28^. RNAPII turnover at PASs as part of transcriptional termination coincides with peaks of RNAPII density^11^. As there is known RNAPII accumulation at PASs at the ends of genes, it is possible that the accumulation of RNAPII at the pausing sites is a result of the same process, but coupled to promoter-proximal polyadenylation. Indeed, short transcripts at genes with unstable promoter–promoter proximal RNAPII pausing are reported in *Drosophila*^29^ that rely on transcriptional termination by the Integrator complex^30,31^, that also functions in 3′-end processing of relatively short snRNA^32^. The prevalence of promoter-proximal transcriptional termination in additional organisms and potential roles of this phenomenon in gene expression remain an active research area.

Regulation of gene expression underpins key adjustments of sessile organisms (e.g. plants) to changing environments. In plants, a variable pattern of TSSs at gene promoters also contributes to heterogeneity of gene expression^33^. Although antisense lncRNA represent common gene isoforms, other gene isoforms such as divergent lncRNA are less frequent compared to metazoans^34^. Chromatin-based repression of intragenic RNAPII initiation relies on histone chaperone activity of the FACT complex. However, repression of intragenic TSSs during RNAPII elongation in plants is associated with histone 3 lysine 4 mono-methylation (H3K4me1) rather than histone 3 lysine 36 tri-methylation (H3K36me3), highlighting intriguing diversity in the use of chromatin-based signalling between organisms^35^. Plants and metazoans form equivalent CPSF/CstF protein complexes to mediate polyadenylation of mRNA^36,37^ and integrator to mediate snRNA termination^38^. Similar to metazoans, nuclear exosome variants perform transcript surveillance^39,40^. An expansion of the RRM-domain RNA-binding gene family in plants specifies alternative polyadenylation sites^41^ and regulates key aspects of plant development^42^. Interestingly, plant genomes lack NELF homologs yet display an accumulation of RNAPII near gene promoters^43^. A strong correlation between the position of the +1 nucleosome indicates a nucleosome-defined mechanism for promoter-proximal stalling in plants^34^. The functional significance of promoter-proximal stalling for gene isoform expression in plants is unclear.

Eukaryotic primary transcripts may extend up to a couple of megabases and provide extensive opportunities for co-transcriptional regulation of gene isoform diversity. Commonly used transcriptomics methods based on short-read sequencing detect either the TSS or the PAS of a given transcript. The connections between alternative TSSs to variable PASs that are key for gene isoform diversity thus remain poorly understood. Transcript Isoform sequencing (TIF-seq) brings TSS/PAS pairs of individual transcript molecules into close proximity during next-generation sequencing library construction to enable the identification of both RNA ends^44^. TIF-seq resolves transcript heterogeneity in budding yeast, representing a small eukaryotic genome with low average transcript length^45^.

Here, we define TSS/PAS pairs for individual transcripts in the model plant *Arabidopsis thaliana* using an improved TIF-seq protocol suitable for larger genomes. TIF-seq data suggest on average over four isoforms corresponding to variable TSS/PAS pairs per expressed gene across different environmental conditions. TIF-seq in *Arabidopsis* nuclear exosome mutants reveals the cryptic transcriptome, in particular short promoter-proximal RNAs (sppRNAs) from nascent transcript cleavage and polyadenylation shortly after initiation. The location of sppRNAs coincides with promoter-proximal RNAPII stalling. These data connect promoter-proximal RNAPII stalling and transcriptional termination in plants, with important implications for the regulation of gene expression in biotechnology.

## Results

### Mapping transcript isoform heterogeneity in *Arabidopsis*

We mapped corresponding TSS/PAS pairs for individual RNA molecules genome-wide in *Arabidopsis thaliana* seedlings using an improved TIF-seq protocol^45^ (Methods; Supplementary Figs. 1 and 2). 

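TIF-seq reads both ends of single capped and polyadenylated RNA molecules, so that each read pair joins a TSS to its PAS. Wild-type seedlings were 14 days old and grown at 22 °C, and 2 libraries were made from them. The authors trimmed and filtered the reads, aligned them to TAIR10, kept unique alignments and removed PCR copies by their molecular identifiers. They merged the libraries before they joined read pairs into TIF-clusters, so the values carry no replicate error. The deposited value of a TIF-cluster is its count of read pairs, without normalization. TIF-clusters with fewer than 3 read pairs, those at genomic runs of A and those without a TSS-seq TSS at their 5′ end had been removed by the authors. The wild-type list holds 843121 read pairs. The median TIF-cluster has 6 read pairs, the largest has 7952, and 19.9% of the TIF-clusters have the minimum of 3. The 1% of TIF-clusters with the most read pairs hold 33.7% of all read pairs. TIF-clusters were compared here with the Araport11 models of 27444 coding genes on TAIR10, of which 20613 overlap no other coding gene on either strand. TIF-clusters that touch only overlapping genes were left out, which were 13556 in wild type. Ranges given after shares are 95% Wilson intervals and cover counting error only.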

We compared transcript boundaries detected by TIF-seq to boundaries determined by methods identifying TSSs^35^ and PASs by Direct RNA sequencing (DRS)^46^. Overall, TIF-seq data correlated well to data mapping each transcript boundary separately (Supplementary Fig. 3a, b). We generated two biological repeat TIF-seq libraries for *Arabidopsis* Col-0 wild type that correlated well with each other (*r* = 0.95, Supplementary Fig. 3c). TIF-seq detected transcript boundaries for thousands of putative gene isoforms, such as those visible at the *GT-2 LIKE 1* (*GTL1*) gene (Fig. 1a). 

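*GTL1* (AT1G33240) lies on the minus strand of chromosome 1 of TAIR10 from 12051361 to 12054753, with its coding sequence from 12051859 to 12054320. The wild-type list holds 5 TIF-clusters with 34 read pairs on its strand. Of these, 4 TIF-clusters with 26 read pairs span the whole coding sequence. Their 5′ ends lie at 12054531 in 3 cases and at 12054540 in 1 case, and their 3′ ends lie at 12051466, 12051549, 12051619 and 12051688. The remaining TIF-cluster has 8 read pairs, runs from 12052011 to 12051682 and starts 2309 nt downstream of the start of the coding sequence.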

We combined transcript isoforms with 5′ and 3′ end sites co-occurring within 20 nt windows into clusters, and eliminated those with 5′ and 3′ mispriming, yielding 50,000 unique TIF-clusters (Methods; Supplementary Table 1). These analyses estimate an average of 4.3 distinct isoforms corresponding to alternative TSS/PAS pairs per expressed gene (Supplementary Fig. 3d). 

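The wild-type list holds 45707 TIF-clusters with a median width of 1735 nt (interquartile range 1056 to 2539). Of these, 45190 are under 6000 nt, 2677 are under 350 nt and 974 are under 200 nt, and the longest spans 14964 nt. At least 1 TIF-cluster lies on the strand of 7499 non-overlapping coding genes. Across the 6 lists, the number of TIF-clusters runs from 31998 in *hen2-2* at 4 °C to 49901 in *spt16-1*.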

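Isoforms were counted as TIF-clusters that span the whole coding sequence of a gene. In wild type, 25017 such TIF-clusters lie at 7095 genes, a mean of 3.53 per gene (95% bootstrap interval over genes 3.45 to 3.60). The median is 2 isoforms, 31.4% of these genes have 1 isoform, and the gene with the most has 42. The mean moved most when TIF-clusters with both ends within 50 nt of each other were merged, to 1.69. It was 4.24 when all TIF-clusters on the strand of a gene were counted.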

TIF-seq validated previously characterised alternative gene isoforms in *Arabidopsis* that result from alterative TSSs or PASs (Supplementary Fig. 3e, f), as well as antisense lncRNA variants (Supplementary Fig. 3g). 

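Of the 32151 wild-type TIF-clusters that could be placed, 77.8% span the whole coding sequence of 1 gene (77.4 to 78.3). Internal initiation accounts for 17.6% (17.2 to 18.0), internal termination for 3.03% (2.84 to 3.22) and internal start and end for 0.554% (0.478 to 0.641). A further 0.485% are intergenic, 0.351% are antisense and 0.187% overlap 2 or more genes on their strand. The share spanning the whole coding sequence moved most with the first annotated isoform of each gene only, to 80.1%, and fell to 75.6% when TIF-clusters within 50 nt were merged. Each end of the whole-ORF TIF-clusters was then set beside the annotated end, counting distances of up to 20 nt as at that end. Annotated ends are the outer limits of each Araport11 gene over its isoforms, so the shares below depend on these gene models. Both ends lie inside the annotated ends in 83.1% (82.6 to 83.5), only the 5′ end does in 8.34% (8.01 to 8.69) and only the 3′ end does in 5.85% (5.56 to 6.15). Both ends lie at the annotated ends in 0.935% (0.823 to 1.06). With 50 nt in place of 20 nt, the share inside both ends moved most, to 64.2%. The 5′ end lies inside and the 3′ end beyond the annotated ends in 0.975%, and the opposite holds for 0.176%. Of the remaining TIF-clusters, 0.304% extend beyond the 3′ end only, 0.280% beyond both ends and 0.072% beyond the 5′ end only.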

Although most TSS/PAS pairs map annotated gene boundaries (Fig. 1b–d), considerable variability exists in 5′- and 3′-untranslated region (UTR) length (Fig. 1e). These variations might impact RNA stability, targeting and translation^47^. Overall, our TIF-seq data revealed thousands of alternative transcript isoforms encoded by the *Arabidopsis* genome.

**Fig. 1:**
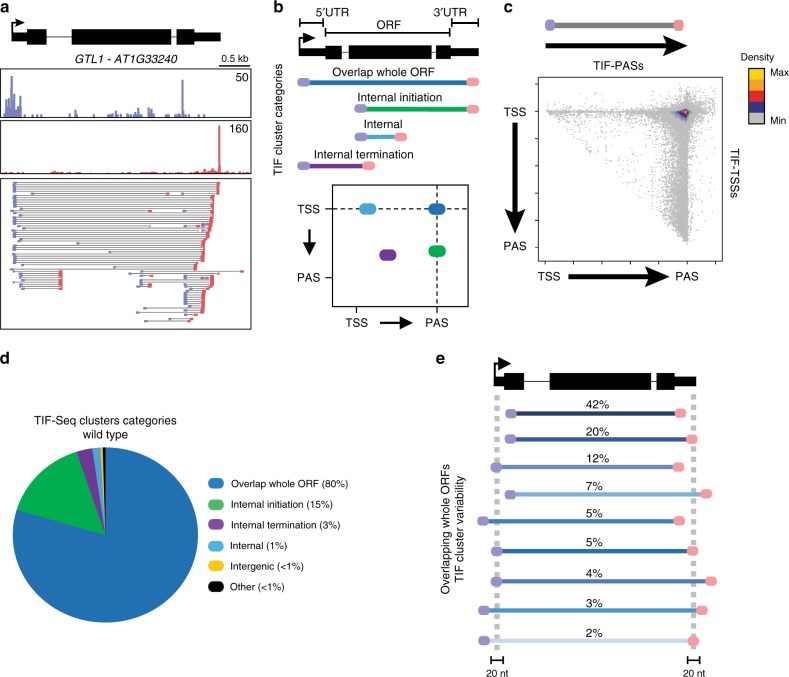
Mapping TU boundaries in *Arabidopsis* by TIF-seq. **a** Genome browser screenshot of TSSs (TSS-seq)^35^, PASs (Direct RNA-seq; DR-seq)^73^, TSS/PAS pairs (TIF-seq) and TIF-clusters at the *GTL1* gene. **b** Schematic of TIF-TSS/PAS pairs representing different TIF-cluster categories and 2D illustration of these positions (blue circles are TSSs and red circles PASs) with respect to genome annotations. Each line and its colour correspond to the coloured circles in the schematic scatterplot. **c** Scatterplot of TIF-cluster TSS/PAS pairs in wild type. Each point represents one TIF-seq cluster and its TIF-TSS and PAS distance to respective annotated gene boundaries and normalised to gene length. The colour scale represents 2D position enrichment density of clusters from low (grey) to high (yellow). **d** Pie chart of TIF-cluster categories proportions present in wild type. **e** Schematic representation and percentage of subcategories for TIF-clusters overlapping whole ORFs. Source data of **d** and **e** are provided in the Source Data file.

### Chromatin-based control of intragenic initiation

Our TIF-seq data highlight intragenic initiation of transcription that terminates at canonical gene ends as a common origin of plant isoform diversity (Fig. 1d). 

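In wild type, 5832 TIF-clusters start downstream of the start of the coding sequence of a gene. Of these, 5654 reach its end or lie beyond it (96.9%, 96.5 to 97.4). TIF-clusters wholly inside a 3′-UTR are among the 5654 by definition, which raises this share. The 5654 lie at 1125 genes, and 837 of these genes also have a TIF-cluster that spans the whole coding sequence. The 3′ ends of internal initiation TIF-clusters lie at a median of -141 nt from the annotated gene end, and those of whole-ORF TIF-clusters at -109 nt, where negative distances are upstream. Of the internal initiation TIF-clusters, 53.6% end within 150 nt of the annotated gene end or beyond it (52.3 to 54.9), and 66.3% of whole-ORF TIF-clusters do. With 50 nt in place of 150 nt, the share of internal initiation TIF-clusters fell most, to 12.8%.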

In *Arabidopsis*, intragenic TSSs are suppressed by a chromatin-based mechanism involving the conserved RNAPII-associated histone chaperone complex FACT, consisting of SPT16 and SSRP1 (ref. ^35^). However, it remained unclear whether intragenic initiation repressed by FACT generates mRNA isoforms, or perhaps shorter variants. 

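For each FACT mutant, 2 libraries of seedlings grown at 22 °C were merged by the authors into 1 list, made with the same steps as for wild type. The *spt16-1* list holds 49901 TIF-clusters with 924907 read pairs, and the *ssrp1-2* list holds 40940 TIF-clusters with 705245 read pairs. The median TIF-cluster has 6 read pairs in both lists. With no replicate values, the mutants were compared with wild type by resampling genes 1000 times and by Fisher's exact test (two-sided) on TIF-clusters, and both compare pooled lists. At *SPT16* (AT4G10710, minus strand of chromosome 4 from 6601903 to 6606357), *spt16-1* has 3 TIF-clusters with 31 read pairs and wild type has 2 with 30. At *SSRP1* (AT3G28730, plus strand of chromosome 3 from 10784888 to 10788729), whose annotation overlaps another gene, *ssrp1-2* has no TIF-cluster on the strand of the gene and wild type has 1 with 5 read pairs.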

We performed TIF-seq in mutants of both *Arabidopsis* FACT subunits to resolve transcripts from intragenic initiation more clearly. Biological repeats of TIF-seq libraries *for spt16-1* (*r* = 0.99) and *ssrp1-2* (*r* = 0.97) showed high correlation (Supplementary Fig. 4a, b). Similar to wild type, we detected about four isoforms per gene on average in *fact* mutants (Supplementary Fig. 4c, d). Moreover, the categories of transcript isoforms were largely similar to wild type, with internal initiation as a key source for transcript isoform diversity in *fact* mutants (Fig. 2a, b). 

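The mean number of isoforms per gene is 3.71 in *spt16-1* (28148 TIF-clusters at 7577 genes, 95% bootstrap interval 3.63 to 3.80) and 3.35 in *ssrp1-2* (23337 at 6968 genes, 3.27 to 3.42). The median is 2 isoforms in both. The *spt16-1* mean exceeds that of wild type by 0.189 (0.139 to 0.236), and the *ssrp1-2* mean differs from it by -0.177 (-0.223 to -0.129). With each list thinned to 410655 read pairs, these differences are 0.0339 (-0.0141 to 0.085) and -0.00943 (-0.0527 to 0.0363), so no difference was detectable at equal depth.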

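TIF-clusters spanning the whole coding sequence account for 80.1% of 35123 placed TIF-clusters in *spt16-1* (79.7 to 80.6) and 81.5% of 28650 in *ssrp1-2* (81.0 to 81.9). Internal initiation accounts for 15.7% (15.3 to 16.1) and 15.2% (14.8 to 15.6), and internal termination for 2.77% (2.6 to 2.94) and 2.12% (1.96 to 2.30). Internal start and end makes up 0.427% in *spt16-1* and 0.356% in *ssrp1-2*. Intergenic TIF-clusters make up 0.424% and 0.394%, antisense ones 0.376% and 0.360%, and those overlapping several genes 0.140% and 0.122%. Relative to wild type, the log2 ratio of the share of internal initiation is -0.16 in *spt16-1* (95% bootstrap interval -0.21 to -0.11, Fisher's exact p = 9.7e-11) and -0.21 in *ssrp1-2* (-0.27 to -0.15, p = 1.8e-15).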

Genome browser screenshots of genes containing FACT-repressed intragenic TSSs^35^ supported the idea that intragenic TSSs often extended to canonical PASs (Fig. 2c, d). 

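AT5G51200 (*EMB3142*) lies on the plus strand of chromosome 5 of TAIR10 from 20804715 to 20819629. No TIF-cluster lies on its strand in wild type at 22 °C. In *spt16-1*, 1 TIF-cluster with 4 read pairs starts at 20809378, 4452 nt downstream of the start of the coding sequence, and its 3′ end lies at -36 nt from the annotated gene end. In *ssrp1-2*, internal TIF-clusters with 4 and 3 read pairs start at 20809377 and 20809380, and their 3′ ends lie at -44 nt and -112 nt from the gene end. Another *ssrp1-2* TIF-cluster with 4 read pairs spans the whole coding sequence. AT4G15260 lies on the plus strand of chromosome 4 from 8713689 to 8715380. On its strand, the wild-type, *spt16-1* and *ssrp1-2* lists at 22 °C hold no TIF-cluster, at a minimum of 3 read pairs.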

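The published list of FACT-repressed TSSs was not used here, so TIF-clusters of internal initiation were taken as a whole and where no wild-type 5′ end lies within 50 nt on the strand. Of all internal initiation TIF-clusters, 54.6% of 5523 in *spt16-1* (53.3 to 55.9) and 54.6% of 4352 in *ssrp1-2* (53.2 to 56.1) end within 150 nt of the annotated gene end or beyond it. Of the TIF-clusters without a wild-type 5′ end nearby, 63.0% of 999 do so in *spt16-1* (59.9 to 65.9) and 62.1% of 823 in *ssrp1-2* (58.7 to 65.3). Of the TIF-clusters that start downstream of the start of the coding sequence, 97.4% in *spt16-1* and 97.7% in *ssrp1-2* reach its end or lie beyond it. TIF-clusters wholly inside a 3′-UTR are counted here by definition, which raises both shares. The paper concludes from the ends of intragenic isoforms that initiation repressed by FACT connects with canonical PASs.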

A focused analysis of FACT-repressed intragenic TSSs genome-wide revealed that intragenic TSSs produce alternative gene isoforms that terminate at gene ends (Fig. 2e, f). Thus, intragenic initiation regulated by FACT connects with canonical PASs in *Arabidopsis* to yield alternative mRNA isoforms.

**Fig. 2:**
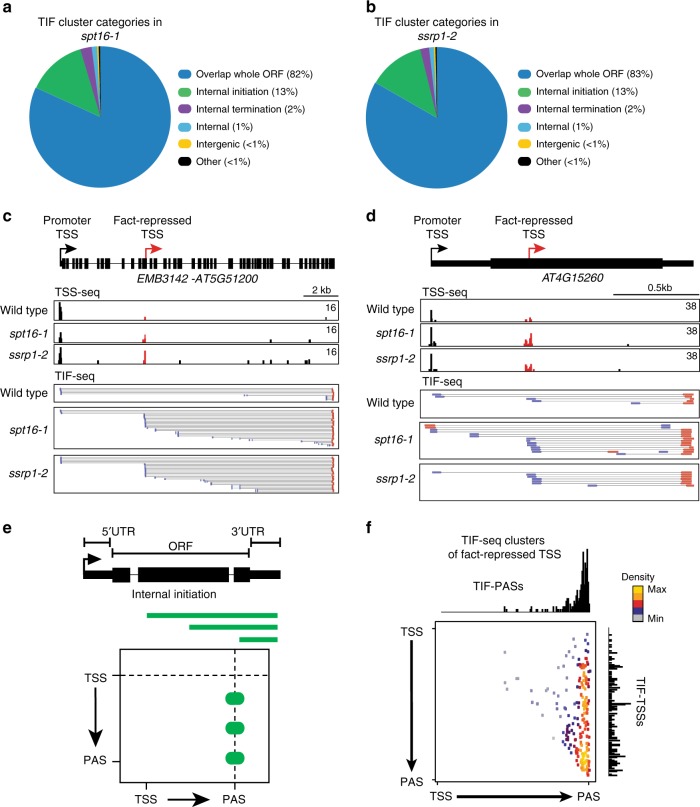
The FACT complex represses initiation of intragenic isoforms. **a** Pie chart of TIF-cluster categories proportions present in *spt16-1*. **b** Pie chart of TIF-cluster categories proportions present in *ssrp1-2*. **c**, **d** Genome browser screenshots of the genes *AT5G51200* (**c**) and *AT4G15260* (**d**). TSS-seq data (top) for wild type, *spt16-1* and *ssrp1-2*, with fact-repressed intragenic TSS in red. TSS/PAS pairs by TIF-seq (below) are indicated as lines connecting TSSs (blue) and PASs (orange). Inverted TIF-cluster orientation for *spt16-1* in **d** indicated antisense lncRNA isoforms. **e** Schematic representation of illustrating profile of TIF-TSS/PAS pairs representing internal initiation. TIF-cluster and 2D illustration of their positions with respect to genome annotations are indicated in green lines and circles. **f** Scatterplot representing the TSS/PAS pair distance to annotated TSS/PAS for a subset of TIF-clusters from the combined *spt16-1* and *ssrp1-2* TIF-seq data sets. The selected data strictly overlap the published *fact*-specific TSSs genomic positions identified through TSS-seq differential expression analysis in both *spt16-1* and *ssrp1-2* mutants. The colour scale represents 2D position enrichment density of clusters from low (grey) to high (yellow). Source data of **a**, **b** are provided in the Source Data file.

### Mapping cryptic transcript isoforms reveal sppRNAs

Transcriptome analyses in nuclear exosome mutants facilitate the detection of many cryptic RNA species^7^. *Arabidopsis* mutants lacking the RNA helicase HUA ENHANCER 2 (HEN2) display defective exosome activity^40^. 

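HEN2 is an RNA helicase of the nuclear exosome, and *hen2-2* is a mutant of its gene. The authors merged 2 libraries of *hen2-2* seedlings grown at 22 °C into 1 list, which holds 48762 TIF-clusters with 794299 read pairs. The median TIF-cluster has 6 read pairs, and 23.2% have the minimum of 3. Of these TIF-clusters, 34380 could be placed relative to non-overlapping coding genes and 14382 were left out. Shares were compared with those of wild type as a log2 ratio, with an interval from resampled genes, or from 10000 nt bins of the genome outside genes. At *HEN2* (AT2G06990, plus strand of chromosome 2 from 2894904 to 2902020), which overlaps another annotated gene, the *hen2-2* list has no TIF-cluster and wild type has 1 with 4 read pairs.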

We performed TIF-seq in the *hen2-2* mutant to map cryptic transcript isoforms in *Arabidopsis*. 

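In *hen2-2* at 22 °C, 25336 TIF-clusters span the whole coding sequence of 7302 genes, a mean of 3.47 isoforms per gene (95% bootstrap interval 3.39 to 3.55). The mean differs from that of wild type by -0.0563 (-0.105 to -0.00908). With all 6 lists thinned to the read pairs of the smallest, the difference is -0.0324 (-0.0781 to 0.0094), which includes 0.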

Biological repeats of *hen2-2* TIF-seq libraries correlated well (*r* = 0.99, Supplementary Fig. 5a), yet we could not detect an increase in transcript isoforms per gene compared to wild type (Supplementary Fig. 5b). TIF-seq data of *hen2-2* mutants revealed an increased proportion of intergenic transcripts and antisense isoforms^39^ (Fig. 3a, b). 

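Intergenic TIF-clusters make up 1.04% of the placed TIF-clusters in *hen2-2* (359 of 34380, 0.942 to 1.16), a log2 ratio to wild type of 1.11 (95% bootstrap interval 0.71 to 1.56, Fisher's exact p = 8.6e-17, two-sided). Antisense TIF-clusters make up 0.800% (275 of 34380 TIF-clusters, 0.711 to 0.9), a log2 ratio of 1.19 (0.47 to 1.98, Fisher's exact p = 1.5e-14). The intergenic log2 ratio moved most when non-coding genes were included among the annotated genes, to 2.97, and the antisense log2 ratio moved most when TIF-clusters within 50 nt were merged, to 0.85.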

Interestingly, we discovered a high proportion of internal termination, representing prematurely terminated transcripts (Fig. 3b). In particular, TIF-seq data in *hen2-2* mutants resolved a population of transcripts with 3′-ends in close proximity to promoter TSSs (Fig. 3c). 

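Internal termination accounts for 7.48% of the placed TIF-clusters in *hen2-2* (2573, 7.21 to 7.77) against 973 TIF-clusters in wild type. The log2 ratio of the shares is 1.31 (95% bootstrap interval over genes 1.17 to 1.46, Fisher's exact p = 6.9e-150, two-sided). Among 6589 genes expressed in both lists, 993 have internal termination in *hen2-2* only and 153 in wild type only (exact McNemar p = 3.4e-151). Whole-ORF TIF-clusters make up 73.7% (log2 ratio -0.08), internal initiation 16.1% (-0.13) and internal start and end 0.716% (0.37, interval 0.05 to 0.77). Among the alternatives with a log2 ratio of shares, internal termination moved most when TIF-clusters wholly inside a UTR were counted as internal start and end, to 0.62 (0.49 to 0.76), an alternative chosen after seeing the data. The paper reads the high proportion of internal termination as prematurely terminated transcripts.

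**Figure D1:**
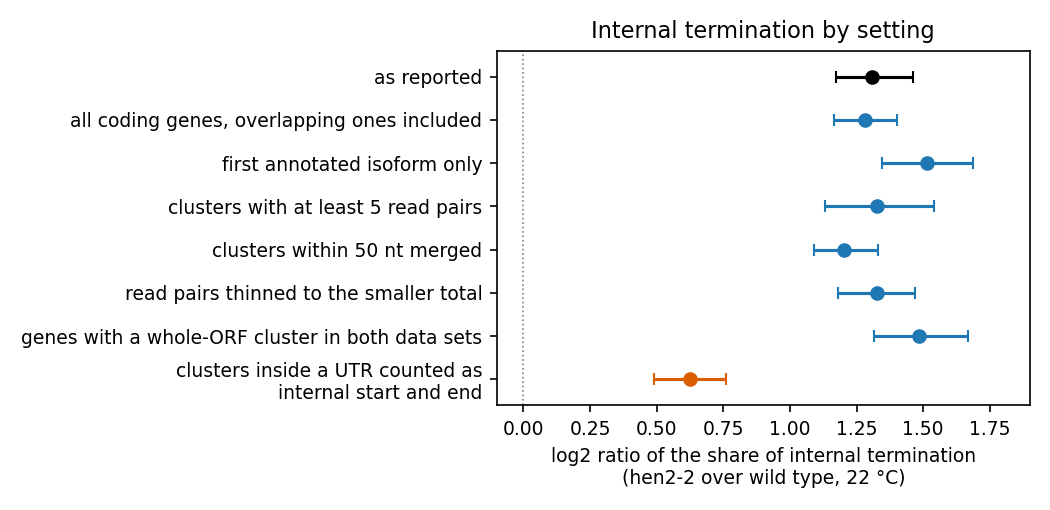
Log2 ratio of the share of internal termination TIF-clusters, *hen2-2* over wild type at 22 °C, as reported (black), under the alternatives set before the data were examined (blue) and under the alternative chosen after seeing the data (orange). Points are estimates and bars are 95% bootstrap intervals; the values run from 0.62 to 1.51 and every interval lies above 0.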

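The median length of internal termination TIF-clusters is 102 nt in *hen2-2* and 817 nt in wild type. Their 3′ ends lie a median of 240 nt downstream of the annotated TSS in *hen2-2* and 1010 nt in wild type. In *hen2-2*, 66.4% of these 3′ ends lie within 350 nt of the annotated TSS (64.5 to 68.2), and in wild type 17.4% do (15.1 to 19.9).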

Size distribution plots of transcript isoforms show that short (<200 nt) transcripts accumulate in *hen2-2* that mostly terminate close to their respective promoter TSSs (Fig. 3d). 

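TIF-clusters under 200 nt make up 7.88% of the 48225 *hen2-2* TIF-clusters under 6000 nt (3800) and 2.16% of the 45190 in wild type (974). The log2 ratio of these shares is 1.87 (95% bootstrap interval over genome bins 1.68 to 2.07). It moved most when TIF-clusters under 350 nt were taken, to 0.92. Leaving aside TIF-clusters at overlapping genes, 2761 short TIF-clusters of *hen2-2* and 700 of wild type could be placed. In *hen2-2*, 14.1% of them overlap the annotated TSS extended by 40 nt on both sides without reaching a termination site (12.8 to 15.4), and 54.4% are other internal termination TIF-clusters (52.6 to 56.3). The corresponding wild-type shares are 2.86% (1.86 to 4.37) and 21.1% (18.3 to 24.3). With the TSS set at the most used 5′ end of the whole-ORF TIF-clusters of each gene, a setting chosen after seeing the values, 61.5% of the short *hen2-2* TIF-clusters lie at the TSS (59.7 to 63.3) and 21% of those in wild type. Short TIF-clusters at gene ends make up 8.62% in *hen2-2* and 30% in wild type. The paper reasons from the size distribution that short transcripts which terminate close to their TSSs accumulate in *hen2-2*.

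**Figure D2:**
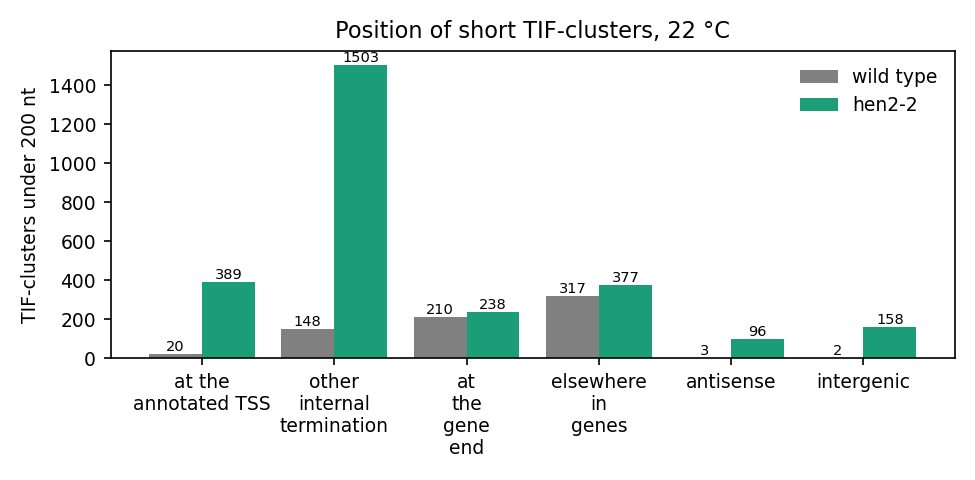
Number of TIF-clusters under 200 nt in wild type (grey) and *hen2-2* (green) at 22 °C by position relative to non-overlapping coding genes; each bar is a count in 1 pooled list. TIF-clusters at the annotated TSS number 20 in wild type and 389 in *hen2-2*, and other internal termination TIF-clusters 148 and 1503.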

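TIF-clusters under 350 nt that overlap the annotated TSS of a non-overlapping coding gene extended by 40 nt on both sides, lie on its strand and overlap no annotated termination site were called. The length limit and the window are those of the methods, and the TSSs are those of Araport11, which the authors did not use. This gave 407 TIF-clusters with 2934 read pairs at 277 genes in *hen2-2* and 43 TIF-clusters with 309 read pairs at 29 genes in wild type. Widening the TSS window to 100 nt gave 1048 TIF-clusters at 684 genes in *hen2-2*. Among 9539 genes with whole-ORF TIF-clusters, the most used 5′ end lies a median of 102 nt downstream of the annotated TSS (interquartile range 52 to 175). At 80.4% of these genes it lies more than 40 nt downstream. With the TSS of each gene set at this 5′ end, there are 1764 TIF-clusters at 1128 genes in *hen2-2* and 263 at 158 genes in wild type. With overlapping genes included as well, the *hen2-2* number moved most, to 2484 TIF-clusters at 1590 genes. Both of these settings were chosen after seeing the values.

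**Figure D3:**
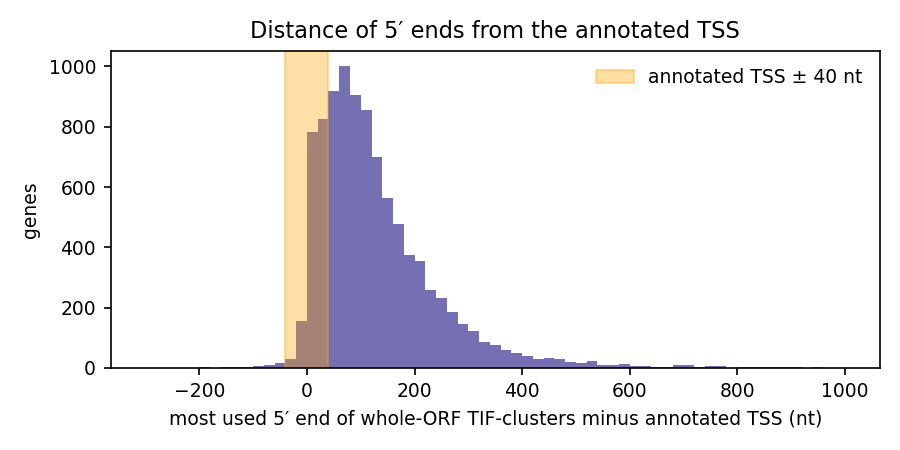
Number of genes by the distance in nt from the annotated TSS to the most used 5′ end of their whole-ORF TIF-clusters (bins of 20 nt, positive values downstream, all 6 lists together). The shaded band is the annotated TSS extended by 40 nt on both sides, and the median of 102 nt lies outside it.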

We defined this transcript class as short promoter-proximal RNAs (sppRNAs). 

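The 407 TIF-clusters called in *hen2-2* have a median length of 93 nt (interquartile range 76 to 109.5, 95% bootstrap interval over genes 88 to 96). The 43 called in wild type have a median of 204 nt (interquartile range 95 to 268). The *hen2-2* median lay between 90 and 96 nt under all alternatives.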

We determined a median sppRNA length of ~93 nt (Fig. 3e). 

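Genes with at least 1 TIF-cluster on their strand were taken as expressed. Of 7893 expressed genes in *hen2-2*, 276 have sppRNA (3.50%, 3.11 to 3.93), and of 7499 in wild type, 28 do (0.373%, 0.258 to 0.539). The *hen2-2* share was 8.59% with the TSS window of 100 nt and 2.90% among genes with a whole-ORF TIF-cluster. It moved most with the TSS set at the most used 5′ end, chosen after seeing the values, to 14.3%.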

In total, we detected sppRNAs at 13–15% of expressed genes (Supplementary Table 1). Genes with sppRNAs show elevated nascent RNAPII transcription compared to genes without detectable sppRNAs (Fig. 3f), indicating that sppRNAs are detected at genes with generally higher RNAPII transcriptional activity. Collectively, TIF-seq revealed sppRNAs as a prevalent feature of plant gene expression.

**Fig. 3:**
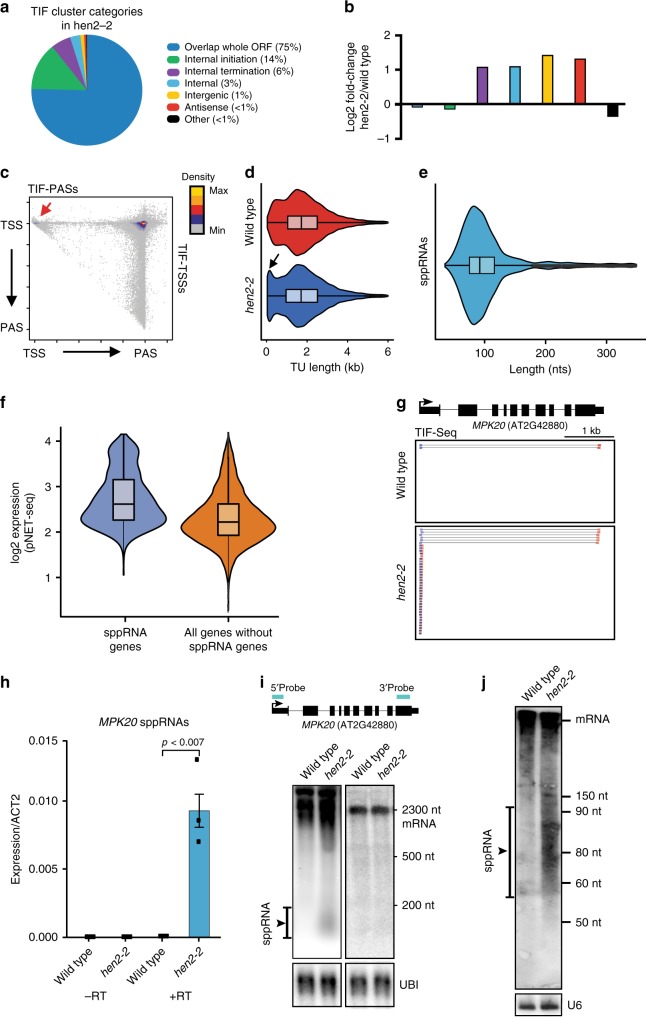
TIF-seq in hen2-2 reveals promoter-proximal termination. **a** Pie chart of TIF-cluster categories proportions in *hen2-2* mutants. **b** Log_2_ fold-change of TIF-cluster categories in *hen2-2* compared to wild type. Colour code as indicated in **a**. **c** Scatterplot of TIF-cluster TSS/PAS pairs in *hen2-2*. Red arrow indicates TSS/PAS pairs within initiation regions. The colour scale represents 2D position enrichment density of clusters from low (grey) to high (yellow). **d** TIF-cluster sizes in wild type (*n* = 41,190) and *hen2-2* (*n* = 48,225). Black arrow indicates enrichment of short TUs in *hen2-2*. **e** Distribution of short TIF-clusters sizes (<350 nt). sppRNAs have a median length of 93 nt. **f** The distribution of nascent gene body RNAPII transcriptional activity for genes with sppRNAs compared to all other genes from pNET-seq (8WG16) in wild-type *Arabidopsis*. For both classes tested: *n* = 1639. Gene body is defined as +200 nts from annotated TSS and −200 nts from annotated PAS. The boxes in **d**–**f** bounds the iQR divided by the median, and whiskers extend to a maximum of 1.5× iQR beyond the box. **g** Genome browser screenshot of full-length *MPK20* mRNA and sppRNAs revealed in the *hen2-2* track. **h** RT-qPCR for *MPK20* sppRNA levels in wild type and *hen2-2*. With reverse transcriptase (+RT) and without (−RT). Data are presented as mean ± SEM from three independent experiments. Black dots indicate individual data points (*n* = 3). *p*-value between wild type and *hen2-2* are derived from two-sided Student’s *t*-test. **i** Profiling of *MPK20* sppRNAs by agarose gel northern blotting in wild type and *hen2-2*. *UBI* is a loading control. Blot picture is representative of one out of three biological replicates. TIF-clusters in *hen2-2* and positions of northern probes for sppRNA (5′ probe) and control probe for mRNA (3′ Probe) are indicated. **j** PAGE northern blot in wild type and *hen2-2*. Loading control is the U6 snRNA. The blot picture is representative of one out of three biological replicates. Enrichment of sppRNA is indicated in **i**–**j** by a black line. Source data of **a**, **b**, **h** and **i**, **j** are provided in the Source Data file.

Genome browser screenshots of TIF-seq data displayed prominent *hen2-2*-specific sppRNAs, for example at the *MAP KINASE 20* (*MPK20*) locus (Fig. 3g, Supplementary Fig. 5c–f). 

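*MPK20* (AT2G42880) lies on the minus strand of chromosome 2 of TAIR10 from 17840168 to 17844380. In *hen2-2* at 22 °C, sppRNA TIF-clusters of 96 nt with 20 read pairs and 71 nt with 14 read pairs start at 17844380 and end at 17844285 and 17844310. A TIF-cluster that spans the whole coding sequence starts at the same position and has 4 read pairs, and wild type has no TIF-cluster on the strand. The other loci named in the paper's sppRNA experiments were read the same way. With the annotated TSS, *STV1* (AT3G53020) has 4 sppRNA TIF-clusters in *hen2-2*, while *ACT8* (AT1G49240), *GRF10* (AT1G22300), *HSC70-1* (AT5G02500) and AT1G70600 have none. With the TSS at the most used 5′ end, chosen after seeing the values, *STV1* has 5 with 221 read pairs, *ACT8* 5 with 33, *GRF10* 4 with 40, *HSC70-1* 2 with 36 and AT1G70600 5 with 119 read pairs. Under that setting, wild type has 7 at *GRF10* with 120 read pairs and 1 at AT1G70600 with 7 read pairs. The 5 genes with the most sppRNA TIF-clusters in *hen2-2* and none in wild type are AT5G11330 with 8, AT1G52000 with 6, and AT4G15248 (*BBX30*), AT5G24610 and AT5G64730 with 5 each. At AT5G11330, which lies on the minus strand of chromosome 5 from 3617138 to 3618913, the 8 sppRNA TIF-clusters hold 124 read pairs. The whole-ORF TIF-clusters of this gene hold 20 read pairs in *hen2-2* and 9 in wild type.

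**Figure D4:**
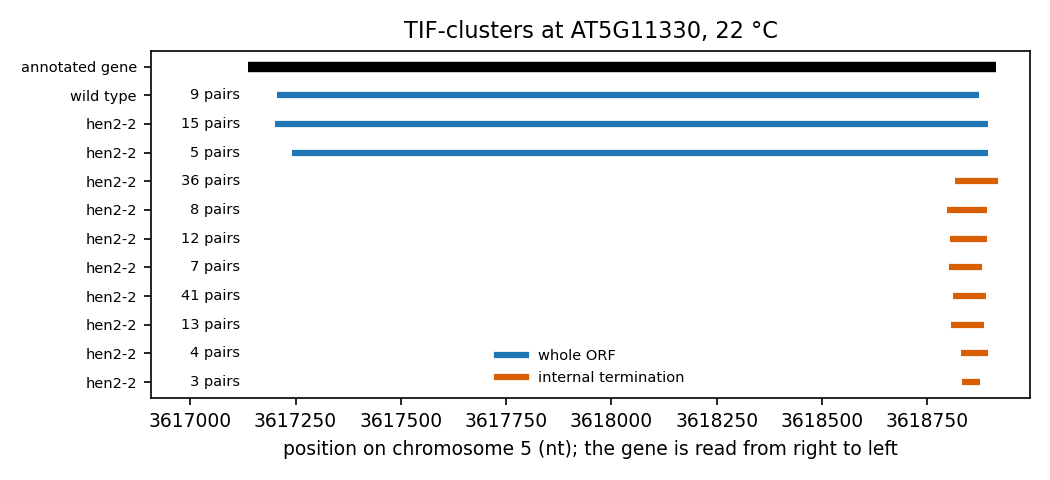
TIF-clusters at AT5G11330 by position on chromosome 5 (TAIR10, nt), in wild type and *hen2-2* at 22 °C, coloured by category, with their read pairs on the left. The 8 short TIF-clusters of *hen2-2* lie at the right end of the gene, where transcription starts, and wild type has 1 TIF-cluster that spans the whole coding sequence.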

We validated sppRNAs by RT-qPCR at five genes (Fig. 3h; and Supplementary Fig. 6). Although sppRNAs at additional genes also generally increased in *hen2-*2, low sppRNA levels were detected above background in wild type by RT-qPCR (Supplementary Fig. 6). Northern blotting revealed a broad size distribution for *MPK20* sppRNAs in *hen2-2*, consistent with alternative sppRNA PASs (Fig. 3i). We detected sppRNA specifically with probes against the 5′-end of the *MKP20* gene, confirming that sppRNA originate from the beginning of transcription units (Fig. 3i). We next defined the *MPK20* sppRNA size profile at higher resolution using polyacrylamide gel electrophoresis (PAGE) followed by northern blotting (Fig. 3j). These data estimated the size range of *MPK20* sppRNA to 55–100 nts, consistent with our genome-wide estimate of the median length (Fig. 3e, j). Interestingly, sppRNA accumulation in *hen2-2* did not significantly alter mRNA levels for tested genes (Supplementary Fig. 7, Fig. 3i, j). These data suggest that sppRNA stabilisation mediates no statistically significant effect on cognate mRNA levels. Together, these results show that premature termination near *Arabidopsis* promoters generates relatively short-lived capped and polyadenylated transcripts that are targeted by the nuclear exosome RNA degradation pathway.

### sppRNA formation is linked to gene expression

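Cold-treated seedlings of wild type and *hen2-2* were sampled after 3 h at 4 °C, and 2 libraries of each genotype were merged by the authors as at 22 °C. The wild-type list holds 42123 TIF-clusters with 690139 read pairs, and the *hen2-2* list holds 31998 TIF-clusters with 410655 read pairs, the fewest of the 6 lists. The median TIF-cluster has 6 read pairs in wild type and 5 in *hen2-2*. The number of placed TIF-clusters is 29967 in wild type and 22845 in *hen2-2*. Each list is 1 pool, so temperature and library preparation cannot be separated from one another.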

To query plant transcript isoform diversity in different environmental conditions we performed TIF-seq in wild type and *hen2-2* seedlings following 3 h of 4 °C treatment, which is sufficient to trigger transcriptional responses that promote cold acclimation^8^. Biological repeats of TIF-seq libraries at 3 h of 4 °C for wild type (*r* = 0.8) and *hen2-2* (*r* = 0.99) were correlated, indicated reproducibility between repeats (Supplementary Fig. 8a, b). Compared to ambient temperature, we detected an equal number of isoforms per expressed gene in the cold (Supplementary Fig. 8c, d) and a largely identical distribution of transcript isoform classes (Fig. 4a, b). 

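At 4 °C, the mean number of isoforms per gene is 3.54 in wild type (24009 TIF-clusters at 6774 genes, 95% bootstrap interval 3.46 to 3.63) and 2.82 in *hen2-2* (15752 at 5585 genes, 2.75 to 2.89). The wild-type mean differs from that at 22 °C by 0.0183 (-0.032 to 0.0713), and by 0.138 (0.0826 to 0.191) with both lists thinned to 410655 read pairs, so a difference appears at equal depth only. The *hen2-2* mean at 22 °C exceeds that at 4 °C by 0.649 (0.596 to 0.703), and by 0.0867 (0.0322 to 0.136) after the 22 °C list was thinned to the 4 °C total. In wild type at 4 °C, whole-ORF TIF-clusters make up 80.1% (79.7 to 80.6), internal initiation 16.6%, internal termination 2.09%, internal start and end 0.337%, intergenic 0.367% and antisense 0.330%. In *hen2-2* at 4 °C, the corresponding shares are 69.0% (68.3 to 69.5), 18.5%, 9.28%, 0.897%, 1.44% and 0.862%.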

A comparison between isoforms detected in *hen2-2* and wild type during the cold confirmed the enrichment of internal termination (Supplementary Fig. 8e). 

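At 4 °C, 2121 TIF-clusters of internal termination in *hen2-2* stand against 625 in wild type. The log2 ratio of the shares is 2.15 (95% bootstrap interval 1.97 to 2.36, Fisher's exact p = 8.9e-304, two-sided). Across the alternatives set before the data were examined that give a log2 ratio of shares, it lay between 1.98 and 2.54. It moved most, to 1.32, when TIF-clusters wholly inside a UTR were counted as internal start and end, an alternative chosen after seeing the data. Among 5406 genes expressed in both cold lists, 907 have internal termination in *hen2-2* only and 97 in wild type only (exact McNemar p = 1.7e-165). The intergenic log2 ratio is 1.97 (1.55 to 2.47), the antisense one 1.38 (0.57 to 2.24) and that of internal start and end 1.41 (0.92 to 2.08).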

TIF-seq validated the cold-induced isoforms of the lncRNA *SVALKA* (Supplementary Fig. 8f). 

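*SVALKA* was looked for in the region between AT4G25480 (*DREB1A*) and AT4G25490 (*CBF1*), on chromosome 4 of TAIR10 from 13019401 to 13021779, where Araport11 annotates the non-coding genes AT4G07395 (13020018 to 13020604) and AT4G03125 (13020260 to 13021522) on the plus strand. In each of the 6 lists, 0 TIF-clusters lie inside the region and 0 on the plus strand touch it, at the authors' minimum of 3 read pairs. The browser views of the paper show aligned reads from before clustering, which is another measure. *CBF1* has 5 TIF-clusters with 75 read pairs in wild type at 4 °C and 5 with 43 in *hen2-2* at 4 °C. *DREB1A* has 8 with 410 read pairs and 10 with 324. Neither gene has a TIF-cluster on its strand in the lists at 22 °C.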

A scatterplot of TSS/PAS pairs of *hen2-2* TIF-seq data during the cold revealed a high density of transcript ends adjacent to TSSs compared to wild-type data in the cold (Fig. 4c, d). 

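Of the internal termination TIF-clusters at 4 °C, 79.0% are under 200 nt in *hen2-2* (77.2 to 80.7) and 8.48% in wild type (6.54 to 10.9). Their 3′ ends lie within 350 nt of the annotated TSS in 71.9% of cases in *hen2-2* (69.9 to 73.8) and in 9.76% in wild type (7.67 to 12.3). The median distance of these 3′ ends from the annotated TSS is 225 nt in *hen2-2* and 1307 nt in wild type.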

A comparison of transcript size distribution revealed an increase in short transcripts in *hen2-2* compared to wild type in the cold (Fig. 4e). 

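At 4 °C, TIF-clusters under 200 nt make up 11.2% of the 31814 *hen2-2* TIF-clusters under 6000 nt (3578) and 1.32% of the 41838 in wild type (552). The log2 ratio of the shares is 3.09 (95% bootstrap interval over genome bins 2.84 to 3.34). After the wild-type list was thinned to the *hen2-2* total, the log2 ratio was 3.16.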

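With TIF-clusters at overlapping genes left aside, 2640 TIF-clusters under 200 nt could be placed in *hen2-2* at 4 °C. Of these, 13.2% overlap the annotated TSS extended by 40 nt without reaching a termination site (11.9 to 14.5), and 50.6% are other internal termination TIF-clusters (48.7 to 52.5). The corresponding shares of the 405 placed in wild type at 4 °C are 0.988% and 12.3%. With the TSS at the most used 5′ end, chosen after seeing the values, 57.5% of the short *hen2-2* TIF-clusters lie at the TSS (55.6 to 59.4) and 11.4% of those in wild type.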

A focused scatterplot analysis revealed that these short (<200 nt) transcript isoforms mapped near TSSs, matching the location of sppRNA identified in ambient temperature (Fig. 4f). 

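In *hen2-2* at 4 °C, 364 sppRNA TIF-clusters with 2337 read pairs lie at 257 genes, with a median length of 88 nt (95% bootstrap interval 86 to 92). Wild type at 4 °C has 12 at 10 genes. Of 6229 expressed genes in *hen2-2* at 4 °C, 4.08% have sppRNA (3.61 to 4.60). Among 5601 genes expressed in *hen2-2* at both temperatures, 231 have sppRNA at 4 °C, and 148 of these also have it at 22 °C (64.1%). None of 10000 random gene lists matched on the number of TIF-clusters exceeded 10.4%, and their median was 4.33%. The rule can call only genes with 5′ ends near the annotated TSS, at either temperature, and this by itself raises the share above the random lists. With the TSS at the most used 5′ end, chosen after seeing the values, it was 65.6%, and the random lists had a median of 22.6% and a highest value of 27.0%. The share moved most with the TSS window of 100 nt, to 67.0%. The paper proposes from the detection of sppRNA in the cold that they are common isoforms across environmental conditions.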

In conclusion, we found similarities between transcript isoform distribution in ambient temperature and during the initial plant responses to cold temperature. sppRNA detection in *hen2-2* in the cold suggests that sppRNA represent common plant gene isoforms across environmental conditions.

**Fig. 4:**
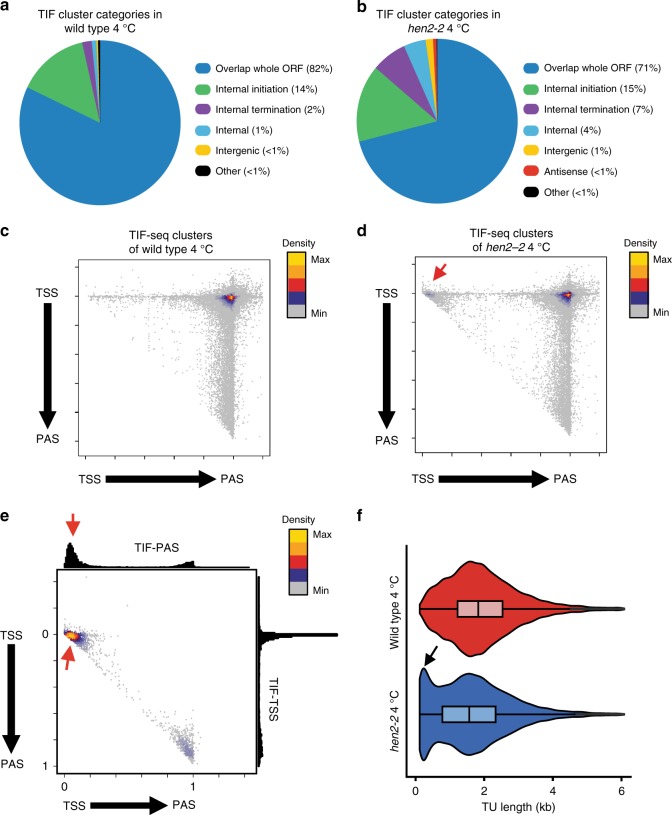
Transcript isoform mapping during the response to cold temperature. **a** Pie chart of TIF-cluster categories in 4 °C-treated wild type. **b** Pie chart of TIF-cluster categories in 4 °C-treated *hen2-2*. **c** Scatterplot of TIF-cluster TSS/PAS pairs in 4 °C-treated wild type. **d** Scatterplot of TIF-cluster TSS/PAS pairs in 4 °C-treated *hen2-2*. **e** Scatterplot of <300 bp TIF-cluster TSS/PAS pairs in *hen2-2*. Histograms and bar plots display TIF-TSSs/-PASs distribution normalised to gene length from annotated TSS to PAS. The colour scale in **c**–**e** represents 2D position enrichment density of clusters from low (grey) to high (yellow). **f** TIF-cluster sizes in 4 °C-treated wild type and *hen2-2*. Black arrow indicates enrichment of short transcripts in 4 °C-treated *hen2-2*, the box bounds the iQR divided by the median, and whiskers extend to a maximum of 1.5× iQR beyond the box. Source data of **a**, **b** are provided in the Source Data file.

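TIF-clusters of internal termination under 350 nt were compared with whole-ORF TIF-clusters of the same gene and list. In *hen2-2* at 22 °C, 1683 short TIF-clusters at 1045 genes could be compared, and 1575 of them start within 20 nt of the 5′ end of a whole-ORF TIF-cluster (93.6%, 92.3 to 94.7). The median distance is 1 nt, and 570 start at the same nucleotide. The authors kept TIF-clusters with a TSS-seq TSS at their 5′ end, which places short and whole-ORF TIF-clusters at the same set of TSSs, so a high share follows in part from that filter. At 4 °C, 92.9% of 1356 start within 20 nt (91.4 to 94.2). The paper proposes that transcription from the same TSS can form full-length mRNAs or sppRNAs.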

Our results support the idea that transcription events initiating at the same TSS can form full-length mRNAs or alternatively sppRNAs. This could represent a mechanism to adjust gene expression by selective transcriptional termination^11^. Cold temperature affects the efficiency of transcriptional termination in plants^34^, and Gene Ontology term (GO-term) analyses revealed that a significant number of genes with sppRNAs in ambient temperature are cold-regulated (Supplementary Data 1). To test the idea that cold temperature may regulate gene expression through sppRNA formation, we compared wild-type TSS-seq data that detect the mRNA of sppRNA genes in the cold and ambient temperature. Genes with sppRNA isoforms may reduce sppRNA formation and increase mRNA formation in the cold, which would represent a pattern of transcripts consistent with gene regulation by selective transcription termination (Supplementary Fig. 9a). We detected a profile consistent with mRNA increases at the expense of sppRNAs for some (38 of 1153) genes following cold treatment (Supplementary Fig. 9b). These data indicate that selective termination to yield sppRNA may modestly contribute to transcriptome adaptations in this condition. However, most genes with sppRNA show no evidence for gene regulation by selective termination, and an equivalent fraction of mRNA without sppRNAs is cold-induced (Supplementary Fig. 9b). Instead, we detect sppRNAs at many cold-induced genes following activation of gene expression in the cold (Supplementary Fig. 9c, d), consistent with sppRNA formation linked to increased RNAPII activity (Fig. 3f). In summary, we detected a positive correlation between sppRNA formation and plant gene expression across temperatures.

To test the potential roles of sppRNA in transcriptional activation we assayed the effects of sppRNA located in two 5′-UTRs on reporter gene activity. The 5′-UTRs of the sppRNA genes *MPK20* and *ACT8* contain prominent sppRNA. 

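The sppRNA TIF-cluster of *MPK20* with the most read pairs in *hen2-2* at 22 °C has the sequence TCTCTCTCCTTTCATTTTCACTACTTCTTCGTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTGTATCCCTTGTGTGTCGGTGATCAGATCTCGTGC, of which 81.3% is C or T. At *ACT8* (AT1G49240, plus strand of chromosome 1 from 18215800 to 18218339), 5 short TIF-clusters with 33 read pairs start between 18215912 and 18215923. Of those with 9 read pairs, the shorter runs from 18215917 to 18216012 and has the sequence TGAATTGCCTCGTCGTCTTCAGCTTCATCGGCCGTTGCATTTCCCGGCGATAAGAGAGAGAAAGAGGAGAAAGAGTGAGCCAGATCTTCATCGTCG. It starts more than 40 nt downstream of the annotated TSS, so the rule based on the annotated TSS does not call it. Wild type has 8 TIF-clusters at *ACT8* at 22 °C, and each spans the whole coding sequence.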

We quantified Yellow Fluorescent Protein (YFP) fluorescence following transient expression in *N. benthamiana* leaves in constructs with wild-type 5′-UTR sequence and mutant versions carrying deletions of the sppRNA sequences. Constructs carrying deletions of sppRNA sequences (ΔsppRNA) visually reduced YFP fluorescence compared to the wild-type 5′-UTRs (Supplementary Fig. 10a–d). Quantification of YFP fluorescence revealed a statistically significant reduction in both constructs carrying sppRNA deletions (Supplementary Fig. 10e). These data are consistent with roles for sppRNA in activating gene expression and support the positive correlation between sppRNA detection and gene expression.

### Molecular characteristics of sppRNA formation

We predicted that sppRNAs result from promoter-proximal RNAPII regulation. To examine influence of nascent RNAPII activity on sppRNA formation, we plotted plant Native Elongating Transcript sequencing (pNET-seq) data for genes with detectable sppRNAs^43^. The end positions of sppRNAs (i.e. PAS) map within peaks of RNAPII occupancy (Fig. 5a, b). We also observed this pattern for pNET-seq data obtained with a different RNAPII antibody (Supplementary Fig. 11)^43^. These data suggested a link between RNAPII promoter-proximal stalling and sppRNA formation. Indeed, RNAPII stalling was specifically enriched near promoters for genes with sppRNAs when compared against a control set of genes without detectable sppRNAs but with otherwise equal gene body RNAPII activity (Fig. 5c). Overall, significantly increased RNAPII stalling shortly after initiation correlates strongly with promoter-proximal cleavage and polyadenylation generating sppRNAs (Supplementary Fig. 12).

**Fig. 5:**
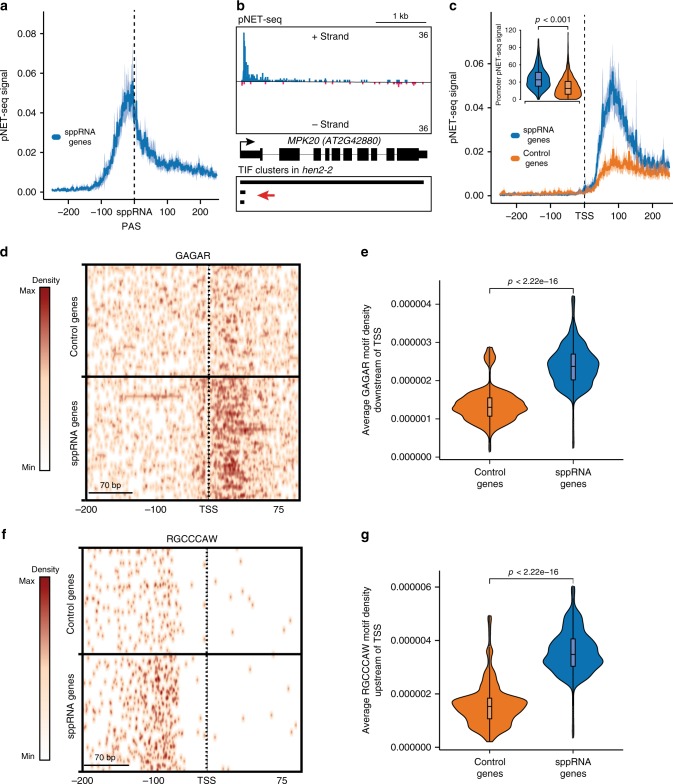
RNAPII stalling coincides with regulated termination near Arabidopsis promoters. **a** Wild-type pNET-seq (8WG16)^43^ coverage averaged around sppRNA PAS genomic positions for sppRNAs genes (*n* = 1155). **b** Genome browser screenshot of wild-type pNET-seq reads at the *MPK20* gene. TIF-cluster diagram indicates annotates mRNA and sppRNA transcript isoforms. Red arrow indicates sppRNAs TIF-cluster. **c** Wild-type pNET-seq (8WG16)^43^ coverage averaged around sppRNA PAS genomic positions for sppRNAs genes (*n* = 1155) and a control set of genes displaying equal distribution of nascent gene body transcription (*n* = 1153). Inset violin plot depicts significantly increased average pNET-seq signal within first 150 nt from TSS for genes with sppRNAs (Wilcoxon test: *p* < 2.2e−16) compared to the control genes. Shading in **a** and **c** represents the calculated confidence interval on the mean of 95%. **d** Heatmap of *cis*-element GAGA-box (GAGAR) in genomic regions 200 bp upstream and 150 bp downstream of the TSS of control genes with equal pNET-seq nascent transcription distribution to sppRNA genes (*n* = 1155). **e** Violin plot of the average GAGAR density downstream of the TSS (two-sided Wilcoxon test: *p* < 2.2e−16). **f** Heatmap of *cis*-element TCP-binding motif (RGCCCAW) in genomic regions 200 bp upstream and 150 bp downstream of the TSS of control genes with equal pNET-seq nascent transcription distribution to sppRNA genes (*n* = 1155). The colour scale in **d** and **f** represents motif frequency from low (white) to high (red). **g** Violin plot of the average GAGAR density upstream of the TSS (two-sided Wilcoxon test: *p* < 2.2e−16). The inset box in **c** and boxes in **e** and **g** bounds the iQR divided by the median, and whiskers extend to a maximum of 1.5× iQR beyond the box.

Promoter sequence elements affect promoter-proximal RNAPII stalling in metazoans^48^. Our analyses of promoter elements revealed an enrichment of two motifs for sppRNA genes (Supplementary Fig. 13a, b). 

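GAGAR was counted on both strands in the 150 nt downstream of the annotated TSS of the 276 expressed sppRNA genes of *hen2-2* at 22 °C. They have a mean of 4.58 occurrences, and 93.1% have at least 1. The 10000 random lists drawn from 7516 expressed genes without sppRNA in any list, matched on the number of TIF-clusters, have a mean of 2.20 (95% between 1.92 and 2.5), and the highest list has 2.79. The log2 ratio is 1.06. The rule calls genes whose 5′ ends lie near the annotated TSS, while at most genes they lie further downstream, so these windows are better aligned to used 5′ ends at sppRNA genes than at the others, which by itself can raise the ratio. With windows at the most used 5′ end in *hen2-2* for both sets, it moved most, to 0.43 (a mean of 4.45 against 3.30, the highest random list 3.96). The pNET-seq data behind the control genes of the paper were not used here.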

We detected the GAGA-box motif at sppRNA genes around the TSS (Supplementary Fig. 13c, d). A comparative plot between sppRNA genes and the control set with equivalent distribution of RNAPII transcription clearly visualises the GAGA-box motif enrichment (Fig. 5d, e). Although the GAGA-box motif enrichment is particularly clear downstream of the TSS, the enrichment zone extends about 10-nt upstream of the TSS. Interestingly, the GAGA-box motif and promoter-proximal pausing are connected in metazoans^48^, where the GAGA-box motif is positioned further upstream of the TSS.

We next used DREME^49^ and RSAT^50^ to test for statistically enriched promoter sequence motifs in sppRNA genes. Both methods identified an enrichment of the HTGGGCY or RGCCCAW reverse complement motif at sppRNA genes (Supplementary Fig. 13e, f). 

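RGCCCAW was counted on both strands in the 200 nt upstream of the annotated TSS of the same genes. The sppRNA genes have a mean of 0.960 occurrences, and 45.3% have at least 1, against 19.7% of the expressed genes without sppRNA. The matched random lists have a mean of 0.376 (95% between 0.283 and 0.475), and the highest has 0.562. The log2 ratio is 1.35, and it is subject to the same unequal alignment of the windows. With windows at the most used 5′ end in *hen2-2* for both sets, it was 1.13 (a mean of 0.957 against 0.436, the highest random list 0.645). With calls and windows at the most used 5′ end of whole-ORF TIF-clusters, chosen after seeing the values, it moved most, to 0.56.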

A comparative motif plot between sppRNA genes and the control set with equal RNAPII transcription strikingly visualises motif enrichment (Fig. 5f, g). Interestingly, the HTGGGCY motif is associated with binding of TCP transcription factors^51^ that regulate cell division and plant development^52^. In conclusion, our promoter *cis*-element analyses identified TCP transcription factor binding sites upstream of the TSS of sppRNA genes, and GAGA factor motifs predominantly downstream of the TSS. We find that DNA sequence elements and promoter-proximal RNAPII stalling distinguish sppRNA genes and may contribute to sppRNA formation near plant gene TSSs.

### Promoter-proximal RNAPII termination generates sppRNA

Premature transcriptional termination of RNAPII transcription shortly after transcriptional initiation would reconcile the position of sppRNA PASs. The coincidence of sppRNA formation and promoter-proximal RNAPII stalling suggested co-transcriptional regulation by transcription elongation factors (EFs). p-TEFb phosphorylates RNAPII and associated factors to drive elongation^24^. RNAPII peaks at sppRNA genes are particularly sensitive to treatment with the p-TEFb inhibitor Flavopiridol (Supplementary Fig. 14), linking stalled RNAPII to sppRNA formation. To test the connection between RNAPII stalling, p-TEFb, and premature termination, we used an *Arabidopsis* mutant for the p-TEFb kinase CYCLIN-DEPENDENT KINASE C2 (CDKC2): *cdkc2-2* (ref. ^53^). RT-qPCR analyses of sppRNA generated from five loci revealed that sppRNA levels increased in *cdkc2-*2 compared to wild type (Fig. 6a). Notably, sppRNA production increased in *vip5* (Fig. 6a), a mutant of the *VERNALIZATION INDEPENDENCE 5* (*VIP5*) gene^54^, which encodes a conserved subunit of the PAF-I complex. These data are consistent with RNAPII elongation repressing sppRNA formation. Thus, EF activity may help to bypass a gene expression checkpoint associated with sppRNA formation.

**Fig. 6:**
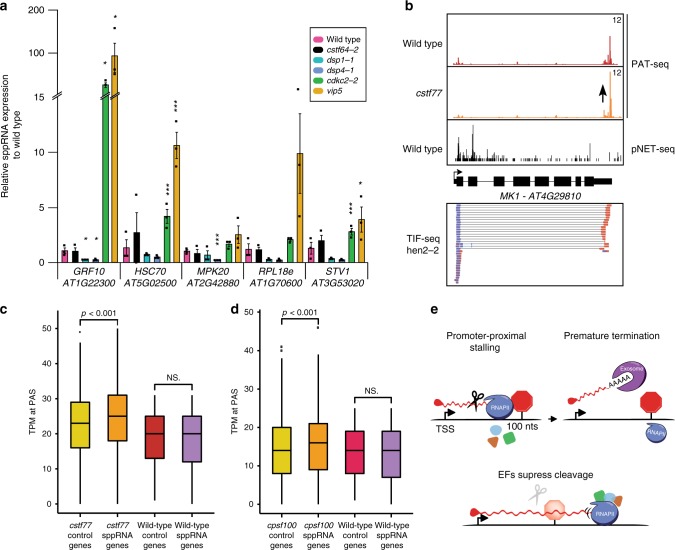
RNAPII elongation and termination shape transcript isoforms. **a** RT-qPCR analyses of sppRNA for five genes with sppRNAs in wild type, *cdkc2-2*, *vip5*, *dsp1-1,dsp4-1* and *cstf64-2*. Data are presented as mean values ± SEM from three independent experiments. Black circles indicate individual data points (*n* = 3). Single asterisk denotes *p* < 0.05, two asterisks denote *p* < 0.01, whereas three asterisks denote *p* < 0.001 between mutant and wild type by two-sided Student’s *t*-test. **b** Genome browser screenshot of the *MK1* gene. Visualisation of PAT-seq data for wild type (red) and *cstf77* (orange), pNET-seq data (black) and *hen2-2* TIF-seq data. Black arrow represents the increase of PAT-Seq signal in *cstf77*. **c** Distribution of TPM at mRNA PAS for sppRNA genes (*n* = 1173) and its specific control set of genes (*n* = 1170) (Methods) in wild type and *cstf77* mutant. **d** Distribution of TPM at mRNA PAS for sppRNA genes (*n* = 1161) and its specific control set of genes (*n* = 1129) (Method) in wild type and *cpsf100* mutant. In **c** and **d**, *p* < 0.001 denote the *p*-value calculated by two-sided Wilcoxon test between mRNA PAS usage for sppRNA genes compared to a set of control genes displaying equal distribution of nascent gene body transcription in the mutants, NS denotes no statistically significant difference. In **c** and **d**, the box bounds the iQR divided by the median, and whiskers extend to a maximum of 1.5× iQR beyond the box. **e** Schematic representation of promoter-proximal RNAPII stalling ~100 nt downstream of TSSs coinciding with nascent transcript cleavage, polyadenylation, and exosome-mediated degradation of sppRNAs. Elongation factors (EF) suppress promoter-proximal termination. Source data of **a** are provided in the Source Data file.

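AT4G29810, which the annotation names *MKK2*, lies on the minus strand of chromosome 4 of TAIR10 from 14592963 to 14595384. In *hen2-2* at 22 °C it has 3 TIF-clusters with 37 read pairs, and each spans the whole coding sequence. At 4 °C, *hen2-2* has 3 TIF-clusters of 95, 69 and 66 nt with 5, 8 and 3 read pairs, which start at 14595265, 14595265 and 14595283, and 3 whole-ORF TIF-clusters with 17 read pairs. The wild-type lists at both temperatures hold whole-ORF TIF-clusters at this gene and no shorter ones.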

Transcript isoform detection by TIF-seq relies on 3′-terminal poly(A) tails that are associated with the activities of eukaryotic CPSF/CstF 3′-end formation complexes. To test the contribution of *Arabidopsis* Cleavage Stimulation Factor 64 (CstF64) on sppRNA 3′-end formation we assayed sppRNA and mRNA in the *cstf64-2* mutant^42^. Even though sppRNA are polyadenylated, we could not resolve decreased sppRNA in *ctsf64-2* compared to wild type (Fig. 6a). However, we detected a decreased sppRNA/mRNA ratio in *ctsf64-2* compared to wild type (Supplementary Fig. 15a). These data suggested that the CstF/CPSF complex may promote promoter-proximal polyadenylation of sppRNA on the expense of full-length mRNA formation. To test this further, we visually inspection of Poly-(A) Test Sequencing (PAT-seq) data in Cleavage Stimulation Factor 77 (CstF77) mutants compared to wild type. At loci such as the *At4g29810* gene, PAT-seq revealed relative changes in poly-(A) site usage consistent with usage of distal sites (Fig. 6b). Perhaps counter-intuitively, *Arabidopsis* CPSF/CstF mutants, that are defective in 3′-end formation, could show increased mRNA formation at sppRNA genes. Our RT-qPCR analyses of mRNA expression for the panel of five sppRNA genes supported this idea for some targets (Supplementary Fig. 15b). To test whether mRNA expression of sppRNA genes increases in *cstf*/*cpsf* mutants genome-wide, we analysed PAT-seq data in mutants of *Arabidopsis* CstF77 (ref. ^55^) and CPSF100 (ref. ^56^). We detected higher mRNA expression at sppRNA genes compared to the control set specific to the two *cstf/cpsf* mutants (Fig. 6c, d). These data offer genome-wide support for a model where promoter-proximal RNAPII stalling and sppRNA formation by CPSF/CstF may limit mRNA formation. The Integrator complex mediates promoter-proximal 3′-end formation in metazoans^30^. To test the role of Integrator in sppRNA formation, we performed RT-qPCR analyses in the *Arabidopsis* Integrator mutants, *dsp1-1* and *dsp4-1*, disrupting the *DEFECTIVE in snRNA Processing 1* and *4* (*DSP1 and DSP4*) genes, respectively^38^. We detected decreased sppRNA formation, suggesting that the *Arabidopsis* Integrator complex promotes sppRNA 3′-end formation (Fig. 6a). At four of five genes assayed by RT-qPCR, we detected a decreased mRNA/sppRNA ratio in *Arabidopsis* integrator mutants (Supplementary Fig. 15a). Our data suggest that integrator participates in sppRNA formation. Collectively, our findings indicate sppRNA formation associated with promoter-proximal RNAPII stalling as checkpoint for plant gene expression (Fig. 6e). Although sppRNA are generally associated with high transcriptional activity, RNAPII elongation factors may balance bursts of productive full-length isoform production with promoter-proximal termination events to control plant gene expression.

## Discussion

Our improved TIF-seq protocol for genomes larger than budding yeast^45^ revealed transcript isoform diversity of four genotypes at ambient temperature and two genotypes during cold treatment, totalling 12 TIF-seq libraries. Remarkably, we identified four transcript isoforms per expressed gene on average, insensitive to temperature variations, defective chromatin assembly and defective nuclear RNA degradation. A strength of TIF-seq is the ability to capture transcript isoform diversity arising through heterogeneous transcript ends. We note that TIF-seq would miss isoform diversity that arises in the middle of transcripts, for example through alternative pre-mRNA splicing^19^. Moreover, transcripts carrying epitranscriptome variations such as alternative 5′-cap structures^57^ may be incompatible with our sequencing library strategy. The combination of TIF-seq complemented by long read RNA sequencing methods appears suitable to gain powerful insight into transcript isoform diversity^58^. The synergies offered by TIF-seq and long read sequencing would enhance transcriptome annotations in non-model species beyond RNA-seq, that currently represents the starting point for investigation, for example in many plant species^59^.

Our data inform the debate of what we should consider a gene^2^. The largest fraction of transcript variants detected by TIF-seq contained the full ORF, yet displayed variable 5′-UTR or 3′-UTR lengths. In metazoans, 3′-UTRs regulate protein function by several mechanisms^60^. The differences in 3′-UTRs we detected by TIF-seq could thus reflect a largely unexplored layer of regulation. Likewise, variability in 5′-UTRs can affect RNA structure, which may regulate gene activity through effects on translation^6^. We note that expression strategies for heterologous expression in biotechnology often lack endogenous UTR variations, potentially limiting beneficial properties for expression^61^. Our transcriptome annotation by TIF-seq provides the platform for future studies characterising the functional significance of variations in UTRs that distinguish plant transcript isoforms.

We detected intragenic transcription initiation as second largest source of isoform diversity. This type of isoform variation would encode a protein lacking N-terminal domains that often determine intracellular localisation^3^. TIF-seq clarified that transcripts initiating within gene bodies usually extend to the predicted gene PAS. However, the contributions of intragenic initiation to plant proteome diversity remain unresolved, and these transcript isoforms may be targets for cellular RNA degradation pathways^62^.

TSS-seq data previously suggested that the *Arabidopsis* FACT complex represses intragenic TSSs^35^. TIF-seq data showed that FACT-repressed intragenic TSSs often extend to the canonical PASs. Repression of intragenic initiation of RNAPII transcription by FACT thus results in transcript isoforms that potentially encode proteins lacking N-terminal domains. These data support chromatin-based regulation of the transcript isoform diversity derived from a single gene. FACT represses intragenic TSSs also in yeast and metazoans^63,64^, supporting the idea that our results may help to understand gene isoform regulation by FACT in additional organisms. FACT mutants affect plant growth and development^65,66^, perhaps reflecting that regulation of intragenic initiation by FACT assists cellular decisions needed to execute plant developmental programmes.

TIF-seq data revealed alternative 3′-end formation sites close to TSSs that identified sppRNA. We note that most sppRNA represent cryptic transcripts, since sppRNA accumulate in nuclear exosome mutants (i.e. *hen2-2*). However, for some genes we detected sppRNA in TIF-seq libraries generated from wild type. sppRNAs co-localise with promoter-proximal stalled RNAPII complexes. 

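Of the 29 genes with sppRNA in wild type at 22 °C, 16 also have sppRNA in *hen2-2* and 13 do not. Their TIF-clusters hold 0.0366% of the wild-type read pairs, and those of *hen2-2* hold 0.369% of its read pairs. With the TSS at the most used 5′ end, chosen after seeing the values, 92 of 158 wild-type genes also have sppRNA in *hen2-2*.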

The function of stalled RNAPII complexes is unclear; they may prevent new acts of initiation^67^ and limit full-length isoform production by regulated pause-release mechanisms^25^. In mammals, RNAPII pauses shortly after the TSSs, and then stalls again further downstream near the position of the +1 nucleosome^68^. Notably, the extent to which RNAPII accumulation near metazoan TSSs represents transient transcriptional pausing or dynamic RNAPII turnover, perhaps through transcriptional termination, is actively debated^69^.

Nucleosome-defined RNAPII stalling is dominant in *Arabidopsis*^34^, consistent with the conspicuous absence of metazoan pausing factors in plant genomes. The sppRNA biogenesis mechanism thus likely differs from RNA species detected near initiation regions that may depend on metazoan-specific pausing factors^12,29^. sppRNA carry poly-(A) tails, our data thus support a biogenesis mechanism involving CstF/CPSF complexes. However, the Integrator complex assists sppRNA formation. The Integrator complex terminates transcription at unstable promoter-proximal pausing sites in metazoans^30^. Interestingly, our *cis*-element analyses identified the GAGA motif at sppRNA genes in plants. This motif affects metazoan RNAPII promoter-proximal pausing; albeit at a position further upstream^48^. In conclusion, our data identifies promoter-proximal termination of RNAPII transcription in plants that bears some tantalising parallels to a perhaps equivalent process in metazoans.

sppRNA detection supports transcriptional termination as the outcome of RNAPII stalling near the +1 nucleosome at many plant promoters. We tested for gene regulation by selective sppRNA formation at the expense of mRNA formation upon cold perception. Although these analyses were consistent with gene regulation at some selected loci, sppRNA formation largely correlated positively with RNAPII transcription and full-length gene isoform formation. Consistently, targeted deletion of sppRNA sequences in the 5′-UTR reduced reporter gene activity. On the other hand, our analyses of sppRNA/mRNA ratios in mutants defective in 3′-end formation pathways argue that sppRNA formation may limit full-length mRNA expression. Promoter-proximal RNAPII transcriptional termination resulting in sppRNA and associated RNAPII turnover may positively contribute to plant gene expression, perhaps by maintaining NDRs near TSSs to facilitate new rounds of transcription initiation. On the other hand, sppRNA formation reduces mRNA formation by limiting progression of a fraction of initiated RNAPII complexes. Although this reflects negative regulation of full-length mRNA isoforms, perhaps RNAPII complexes that fail quality control checkpoints trigger sppRNA formation to promote the quality of full-length mRNA expression. Elucidating the potential roles of sppRNA in gene regulation will remain a topic for future studies.

Our data are consistent with the idea that sppRNA result from stalled RNAPII complexes failing to enter productive elongation, perhaps representing a checkpoint for plant RNAPII transcription during early transcriptional elongation. In summary, our analyses of isoform diversity in plants inform on the debate about peaks of RNAPII occupancy shortly after TSSs, suggesting they often represent RNAPII complexes engaged in premature transcriptional termination.

## Methods

### Plant growth

All *A. thaliana* lines used in this study are listed in Supplementary Table 2. Sterilised *Arabidopsis* seeds were grown on plates containing 1/2 Murashige and Skoog (MS) medium containing 1% sucrose and supplemented with 1% Microagar. Seeds were stratified in the dark at 4 °C for 48 h. Plates were then transferred to climate chambers with a long day photoperiod (16 h light/8 h dark cycle) at 22 °C/18 °C and grown for 2 weeks. Light intensity during control growth conditions was ~100 μE m^−^^2^ s^−1^. The Columbia accession Col-0 was used as wild-type background for all experiments. For cold treatment, seedlings were grown in control conditions for two weeks and subsequently transferred to a cold room (4 °C) with light for 3 h before harvesting.

### TIF-seq library construction

Discrete TU boundaries in *A. thaliana* were mapped by an optimised version of TIF-seq^44^. The TIF-seq approach was modified in order to better detect corresponding TSS/PAS pairs in organism more complex than that of budding yeast *Saccharomyces cerevisiae*. Most notably, the make-up and orientation of sequencing adapters was improved to effectively double the return of map-able reads. The detailed protocol will be published elsewhere^70^. Here we describe its application to *A. thaliana*. Briefly, total *Arabidopsis* RNA was isolated using the RNeasy Plant Mini Kit (Qiagen) and treated with Turbo DNase (ThermoFisher Scientific) according to manufacturers’ instructions. DNase-treated RNA was recovered by acid–phenol extraction and ethanol precipitation. RNA integrity was assessed using the 2100 Bioanalyzer RNA 6000 Nano assay (Agilent). 10 micrograms of DNase-treated total RNA was treated with CIP (NEB) according to manufacturer’s instructions in order to remove all non-capped RNA species in the sample. RNA was recovered by acid–phenol extraction and ethanol precipitation. Next, 5′ caps were removed using Cap-Clip (CellScript). RNA was quickly recovered by acid–phenol extraction and ethanol precipitation. The single-stranded rP5_RND adapter (see Supplementary Data 2 for oligonucleotide sequence) was ligated to the 5′-end of previously capped species using T4 RNA ligase 1 (NEB). RNA was recovered by AMPure purification using Agencourt RNAClean XP beads (Beckman Coulter) following manufacturer’s instructions. Before proceeding, RNA integrity was assessed using the 2100 Bioanalyzer RNA 6000 Nano assay (Agilent) following manufacturer’s instructions. In order to generate full-length cDNAs up to and >10 kb long, SuperScript IV (Invitrogen) and an oligo(dT)-containing barcoded adapter (see Supplementary Data 2 for TIF2-RTX oligonucleotide sequences) was used with the following PCR steps: 10 min at 42 °C, 30 min at 50 °C, 30 min at 55 °C and 10 min at 80 °C. cDNA samples were treated with RNase H, provided with SuperScript IV First-Strand Synthesis System (Invitrogen), and recovered using AMPure XP beads (Beckman Coulter). Second-strand synthesis of full-length cDNA was amplified with Terra PCR Direct Polymerase Mix (Takara) the BioNotI-P5-PET oligo (see Supplementary Data 2 for oligonucleotide sequence) and the following PCR steps: 2 min at 98 °C, 10 cycles (20 s at 98 °C, 15 s at 60 °C, 5 min at 68°C + 10 s/cycle), 5 min at 72 °C. Barcoded full-length double-stranded cDNA libraries were recovered using AMPure XP beads (Beckman Coulter) and assessed for quality using the 2100 Bioanalyzer High Sensitivity DNA kit (Agilent). cDNA libraries were quantified with the Qubit dsDNA HS Assay Kit (ThermoFisher Scientific) according to manufacturer’s instructions. Equal quantities of cDNA libraries (up to 600 ng total) were pooled and digested with *Not*I (NEB) for 30 min at 37 °C. The enzyme was inactivated at 65 °C. Digested cDNA was recovered using AMPure XP beads (Beckman Coulter). Digested linear cDNA pools were diluted to <1 ng/μl and circularised using T4 DNA ligase (NEB) at 16 °C overnight. PlasmidSafe™ DNase (Cambio) was added for 30 min at 37 °C to remove linear DNA molecules from the sample and then inactivated at 70 °C for 30 min. Circular cDNA molecules were recovered by phenol–chloroform extraction followed by isopropanol precipitation. Circular cDNA was sheared by sonication at 4 °C in a Bioruptor (Diagenode) (3 cycles, 30 s ON, 90 s OFF). Sheared DNA fragments were purified with AMPure XP beads (Beckmann Coulter). Biotinylated fragments containing flanking TSS/PAS pairs were captured with M-280 Streptavidin Dynabeads (ThermoFisher Scientific), end repaired with End Repair Enzyme mix (NEB), A-tailed with Klenow fragment exo- (NEB), and ligated to a common Illumina-compatible forked adapter using T4 DNA ligase (NEB) according to manufacturers’ instructions. Libraries were amplified using the Phusion High-Fidelity PCR mix (NEB) with the following PCR steps: 98 °C for 1 min, 15 cycles (20 s at 98 °C, 30 s at 65 °C, 30 s at 72 °C), 5 min at 72 °C. Libraries were size selected using AMPure XP beads (Beckman Coulter) and sequenced with the following flowcell: FC-404-2002 NextSeq 500/550 High Output v2 kit (150 cycles) (Illumina). The sequencing run was carried out using a mix 1:1 of custom oligos SeqR1 + 15T and SeqR2 for sequence reads 1 and 2, and of custom oligos SeqINDX and TIF3-RvRT for the index reads 1 and 2 (see Supplementary Data 2 for oligonucleotide sequences). Cluster orientation was determined based on the information contained in the index reads. All TIF-seq experiments were performed as independent duplicates.

### TSS-seq library construction

TSSs were mapped genome-wide in *Arabidopsis* using 5′-CAP-sequencing^71^, with minor changes compared to detailed presentations of the method^8,35^. Note, we define this adapted method Transcription Start Site sequencing (TSS-seq). Here, we extend our previous TSS-seq analyses to 2-week-old *hen2-2* seedlings before and after cold treatment (3 h at 4 °C) in order to correct for TIF-TSS bias (see Computational methods below). All TSS-seq experiments were performed as independent duplicates.

### RT-qPCR

RNA was isolated from two-week old *Arabidopsis* seedlings using Plant RNeasy Mini-Kits (Qiagen) and treated with Turbo DNase-treated (Ambion) as per manufacturers’ instructions. For selective quantitative analysis of mRNAs and sppRNAs, first-strand complementary DNA (cDNA) synthesis was performed on RNA using an oligo(dT)-containing primer (see Supplementary Data 2 for oligonucleotide sequence) and SuperScript IV First-Strand Synthesis System (Invitrogen) following manufacturer’s instructions. cDNA samples were treated with RNase H (Invitrogen) for 20 min at 37 °C before enzyme inactivation at 80 °C for 20 min. Negative controls lacking the reverse transcriptase enzyme (-RT) were performed alongside all RT-qPCR experiments. Quantitative analysis of mRNAs (F1/R1 primer pairs) or sppRNAs (F1/R2 primer pairs) were performed by qPCR using the CFX384 Touch Real-Time PCR Detection System (Biorad) and GoTaq qPCR Master Mix (Promega). See Supplementary Data 2 for oligonucleotide sequences used. Short annealing and extension times were used to specifically amplify and distinguish sppRNAs from their cognate mRNAs. qPCR cycles were as follows: 5 min at 98 °C, 40 cycles (10 s at 98 °C, 10 s at 55 °C, 5 s at 65 °C). Data were normalised to the mRNA levels of an internal reference gene lacking detectable sppRNAs (*ACT2*). Relative expression to wild type of mRNAs and sppRNAs were calculated with normalisation to *ACT2* mRNA. Error bars reflect SEM resulting from at least three independent replicates. See source data file for values used to construct plots.

### Northern blotting

Northern analysis in Fig. 3i was performed as previously described^35^ with minor modifications. Briefly, 10 μg of total RNA was separated by electrophoresis on agarose–formaldehyde–MOPS gels and transferred to a nylon transfer membrane by capillary blotting in 6× SSC overnight. RNA was crosslinked to the nylon membrane by UV irradiation using a Stratalinker UV Crosslinker (Stratagene). Membranes were prehybridised in Church Buffer (0.5 M Na_2_HPO_4_ pH 7.2, 1% BSA, 1 mM EDTA, 7% SDS) for 1 h at 68 °C. Next, membranes were probed overnight at 68 °C with single-stranded DNA probes generated by PCR-based amplification and incorporation of radioactive α-^32^P-dTTP (PerkinElmer). Membranes were washed twice in pre-warmed buffer containing 2× SSC and 0.1% SDS for 10 min (68 °C) before exposure to Storage Phosphor Screens (Kodak). A Typhoon phosphor-imager (GE Healthcare Life Sciences) was used for analysis. For loading controls, membranes were stripped three times with a near boiling buffer containing 0.1% SDS before prehybridization in Church Buffer as above and northern blotting against the mRNA of a reference gene lacking detectable sppRNAs (UBI). For northern analysis in Fig. 3j, 10 μg of total RNA and 1/1000 dilution of Decade™ Markers System ladder according to manufacturer instructions was separated by polyacrylamide gel electrophoresis (PAGE) with 6% urea, 0.5× TBE. The gel was blotted on an Amersham Hybond-NX nylon membrane (GE Healthcare Life Sciences) and crosslinked by UV irradiation. The membrane was probed as described above. For loading control, the reference snRNA U6 was end labelled with α-32P-ATP and hybridised at 42 °C. See Supplementary Data 2 for oligonucleotide sequences used to prepare radioactive DNA probe templates. Both experiments’ northern blotting raw images can be found in the Source Data file.

### *Nicotiana benthamiana* leaf injection

Transient translations of eYFP reporter constructs were generated based on pGWB540 vectors^72^. The promoter region (~1 kb) and the first exon until the ATG start codon of *MPK20* (*pMPK20*) and *ACT8 (pACT8*) were amplified from *Arabidopsis* wild-type genomic DNA by PCR. The PCR products were ligated to the *Not*I-HF and *Asc*I digested pENTR-D-Topo vector through isothermal assembly to yield entry clones. Short promoter-proximal RNA (sppRNAs) deletion constructs were generated from entry clones. The 58 bp sppRNA region in the first exon of the *MPK20* 5′-UTR was deleted (*pMPK20-ΔsppRNA*), and the 64 bp sppRNA region was deleted in the *ACT8* 5′-UTRs (*pACT8-ΔsppRNA*). Entry vectors were used in Invitrogen, Gateway LR Clonase II reaction according to manufacturer conditions with pGWB540 (enhanced YFP) to generate expression vectors: *pMPK20-eYFP*, *pΔMPK20-eYFP*, *pACT8-eYFP* and *pΔACT8-eYFP*. The expression vectors were transformed into *Agrobacterium tumefaciens* strain GV3850 by electroporation under 2.5 kV, 400 Ω and 25 μF. Agrobacteria containing expression vectors were respectively co-infiltrated with the p19 suppressor of silencing into *Nicotiana benthamiana* leaves. The eYFP signal was assayed on the third day after infiltration.

### Bioinformatics

Computational analysis of TSS-seq data analysis was performed as previously described^35^. For TIF-seq, paired-end sequencing reads were demultiplexed and concatenated according to the indexes adjacent to 5′- or 3′-ends of transcript molecules. Reads were then subjected to adapter- and UMI-trimming with respectively cutadapt v1.18 (“AGGTGACCGG”, “AGATCGGAAG”) and UMI-Tools v0.5.5. Extra stretches of As near the polyadenylation sites were removed from reads using cutadapt v1.18. Next, reads containing 10-nt-long stretches of As and Ts with one mismatch were removed using AfterQC v0.9.7. The adapter-, UMI- and polyX-trimmed reads were aligned to TAIR10 genome assembly using STAR v2.6.1c (--alignEndsType EndToEnd --alignMatesGapMax 15000). The output sorted BAM files were filtered for uniquely aligned reads using SAMtools v1.7. Finally, the filtered BAM files were deduplicated using UMI-Tools dedup.py. The two replicate alignments of each data set were compared using deepTools multiBamsummary, calculating a coverage matrix between replicates (--binSize 10). The Pearson correlation for each matrix was plotted with the deepTools plotCorrelation (--corMethod pearson --log1p and –removeOutliers) in Supplementary Figs. 3c, 4a, b, 5a and 8a, b, showing reproducibility between replicates. Based on the reproducibility, the two replicates of TIF-seq were merged before clustering.

Each pair of reads aligned to the genome was clustered with the custom script “TIF-Seq_isoform_clustering_v6.py” as follows: “Pre-clusters” were called and read pairs overlapping exactly at both ends were merged. Next, Pre-clusters were merged if both start and end positions overlapped another existing “Pre-cluster” by <20 nucleotides. Subsisting merged pre-clusters were kept as final clusters only if their pairs of reads count was equal or higher than 3. The remainder were discarded. To further remove clusters produced by accidental 3′-end mispriming, clusters with extended end positions overlapping genomic polyA regions (from 6 to 9 As) called with bowtie aligner were discarded. Due to artefactual bias of TIF-seq called TSSs towards genic 3′-ends, as previously described^44^, the 5′ reads of TIF-seq were used to call TIF-TSSs for each data set using the CAGEfightR package v1.0.0 package available from Bioconductor [https://bioconductor.org/packages/release/bioc/html/CAGEfightR.html] and filtered out with no overlap to a previously defined TSS called from published TSS-seq data^35^. The TSS peak distance to the annotated TSSs called with CAGEfightR for TSS-seq and TIF-seq in wild type, representing the TIF-TSSs bias towards small clusters overlapping the end of genes, later removed, is shown in Supplementary Fig. 3a, b. The overall numbers of paired reads along with discarded and final TIF-clusters called per genotype can be found in Supplementary Table 1.

For all further genome-wide clusters analysis, measurements considered only non-overlapping genes to avoid false-positive calculations while accepting to lose some information. In Figs. 1c, 3c and 4c, d, we calculated the exact distance between each cluster boundary (from the final TIF-clusters) to their corresponding overlapping gene boundaries extracted from TAIR10 coding genes annotation available through the TxDb.Athaliana.BioMart.plantsmart28 R package (cf script “histscatter_all.R”). In the case of Fig. 4e, the same calculation was performed in *hen2-2* but only on clusters with widths <250 nucleotides (cf script “histscatter_small.R”). To analyse FACT TIF-clusters, we combined the two FACT mutants *ssrp1-2* and *spt16-1* TIF-seq data sets and extracted the fact-specific TIF-Seq clusters overlapping published *fact*-specific and upregulated TSSs—based on TSS-seq^35^. In Fig. 2f, we plotted the genomic distance of each TSS/PAS pairs between the subseted fact-specific TIF-seq clusters and their corresponding gene annotation. (cf script “histscatter_FACT.R”). For all boxplots, the box bounds the iQR divided by the median, and whiskers extend to a maximum of 1.5× iQR beyond the box. Data beyond the end of the whiskers are outliers and plotted as points. To evaluate the genome-wide distribution of clusters sizes between samples, all clusters <6000 nucleotides in width were plotted as a violin plot between wild type and *hen2-2* and in cold-treated wild type and cold *hen2-2* in Figs. 3d and 4f. To establish the positional distribution of isoforms across genes, the clusters boundaries were overlapped with the corresponding genes boundaries and segregated into different classes (TIF-cluster categories) with specific comparison to annotated genes using the countOverlaps() function from R package “Genomic Ranges” (cf script “sepclusters_orf_simplified.R” and “sepclusters_overlapping_orf.R”). Each number for TIF-cluster categories were compared to the ensemble of all genes overlapping TU clusters. These analyses are represented as piecharts in Figs. 1d, 2a, b, 3a and 4a, b. The log2 fold-change of each category across genotype in wild type and *hen2-2* was calculated in Fig. 3b and between cold-treated wild type and *hen2-2* in Supplementary Fig. 8e. The number of clusters overlapping the whole ORF was measured for each gene in each data set and plotted as histograms in Supplementary Figs. 3d, 4b–d and 8c, d.

To extract small promoter-proximal clusters, all clusters <350 nucleotides were mapped to annotated TSSs extended by 40 nucleotides upstream and downstream and to overlap no termination sites to account for TSS variation. 

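The genomic coordinates in Supplementary Data 3 were matched to the 6 lists. For 5 of the lists the sheets were available in full, and for *hen2-2* at 22 °C the copy used lacks 57 of the TIF-clusters, so no overlap was computed there. Every TIF-cluster in the copies used, 1999 of them for *hen2-2* at 22 °C, is in the corresponding list. In *hen2-2* at 4 °C, 332 of the 364 TIF-clusters called here with the annotated TSS are in the paper's sheet, and in wild type at 22 °C 37 of 43 are. With the TSS at the most used 5′ end, chosen after seeing the values, 1343 of 1593 and 227 of 263 are.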

The corresponding set of overlapping clusters were then called short promoter-proximal RNAs (sppRNAs; see Supplementary Data 3 for full list of genomic coordinates). sppRNA size distribution was plotted in Fig. 3e (cf script “sepclusters_forsmallclusters.R”).

All further analysis requiring expression controls were calculated using transcription profiles of published unphosphorylated RNAPII (8WG16) pNET-seq wild-type data sets^43^. pNET-seq signal was averaged over all genes shrunk by 200 nucleotides downstream of the TSS (+200 from TSS) and 200 nucleotides upstream of the PAS (−200 from TSS) to reduce biases from recently reported peaks in nascent transcription signals near TSS-proximal or PAS-proximal positions^43^. The percentage of cold-induced genes (calculated from wild-type TSS-seq data) that only have sppRNAs at 22 °C was compared against a control set of genes without detectable sppRNAs in Supplementary Fig. 9a, b; all sppRNA-containing genes common between wild type and *hen2-2* data sets before and after cold treatment were plotted as a Venn Diagram (cf script “ViennDiagram.R”).

The distribution of nascent transcriptional activity over sppRNA genes was compared to all other genes with no sppRNAs in wild type in Fig. 3f. A set of genes with no sppRNAs detected in any data set and with equal distribution of nascent gene body transcription (pNET-seq) was calculated using the script “subset_equaldistribution_v4.R” and used as control set of genes. Signal of pNET-seq was plotted for both the sppRNA genes and control data sets in Fig. 5c anchored at the TAIR10 annotated TSSs. The nascent transcription signal downstream of the TSS was averaged for the two genes sets and their distribution compared by Wilcoxon test. Main genes TSS positions from TSS-seq were used to identify *cis*-elements in promoter DNA sequences and gene body sequences. Promoter DNA sequences were defined as 300 nt upstream and 50 nt downstream of the measured TSS, and downstream sequences were defined as 20 nt upstream of the gene TSS and 250 nt downstream. Enriched *cis*-elements between the two control sets were identified with MEME suite DREME and RSAT web tools by differential comparison of sequences regions for sppRNA genes and control genes of similar nascent transcription distribution enrichment and *p*-values in source data file. The main TSSs were used as anchor points in the metagene plots in Fig. 5a, c and *cis*-elements heatmaps in Fig. 5d, f and Supplementary Fig. 13a–c TSSs were described in ref. ^35^. In Fig. 5a, the termination sites of sppRNAs (i.e. the PAS) were used as anchor for the metagene plot. The number of sppRNAs genes per 100 genes in relation to the 5′ pausing index value in Supplementary Fig. 12 was plotted for 12,854 non-overlapping genes longer than 1000 nt and belonging to the 75% most expressed genes. The 5′ pausing index value was calculated as previously described^43^ by dividing the promoter TPM coverage from pNET-seq (150 nt upstream and downstream around the TSS) to the gene body (shrunk gene region by 300 nt downstream of the TSS and 300 nt upstream of the PAS). Full-length mRNA expression was compared between mutants by measuring TPM at genes annotated PAS site from PAT-seq experiments. A specific control set of genes with equal distribution to sppRNA genes was calculated with the corresponding experiment wild-type samples, then full-length expressions in TPM were compared by Wilcoxon test between the control set of genes and sppRNA genes in the mutant sample and in wild type in Fig. 6c, d.

Finally, all genome browser screenshots were made using Integrative Genomics Viewer (IGV_2.3.93) with the *A. thaliana* (TAIR10) annotation. In particular, TIF-seq reads (BAM alignment files, before clustering) were visualised with the following settings: collapsed, view as pairs, colour alignments by read strand.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting summary

## Data Availability

The data that support this study is available from the corresponding author upon reasonable request. TIF- and TSS-seq data is available at NCBI GEO database with accession code GSE129523. Previously published TSS-seq data is available from GEO accession number GSE113677. The source data underlying Figs. 1d, e, 2a, b, 3a, b, h–j, 4a, b, 6a and Supplementary Figs. 6, 7, 8e, 9b, c, 10e, 13d, f, and 15a, b are provided as a Source Data file, whereas genomic coordinates for sppRNA TIF-clusters per genotype and environmental conditions are listed in Supplementary Data 3.

## Source data

Source Data

# Supplementary material for: Transcript isoform sequencing reveals widespread promoter-proximal transcriptional termination in Arabidopsis
**Source:** Nat Commun. 2020 May 22;11:2589. doi: 10.1038/s41467-020-16390-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genes with sppRNA detected at 22C and GO-term enrichment results.

File Name: Supplementary Data 2

Description: Oligonucleotides used in the study.

File Name: Supplementary Data 3

Description: Genome coordinates of all sppRNAs clusters per TIF-Seq dataset.

How the deposited data were processed for this re-analysis (not part of the article)

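TIF-seq was read from 6 lists of TIF-clusters of *Arabidopsis* seedlings aged 14 days: wild type, *hen2-2*, *spt16-1* and *ssrp1-2* at 22 °C, and wild type and *hen2-2* after 3 h at 4 °C. Each list pools 2 libraries, 12 libraries in all. The 6 TSS-seq samples had no processed file among those used and are not analysed here, and neither are the pNET-seq, PAT-seq, RT-qPCR and northern data.

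The deposited value of each TIF-cluster is a count of read pairs. Per the methods of the authors, it was made by trimming reads and filtering them on runs of A or T, aligning them to TAIR10 with STAR, keeping unique alignments, removing PCR copies by molecular identifiers, merging the replicate libraries, and joining read pairs whose 5′ and 3′ ends both lie within 20 nt. The authors kept TIF-clusters of at least 3 read pairs, removed those with 3′ ends at genomic runs of A, and removed those without a TSS-seq TSS. The values are whole numbers of at least 3 in each list, with no normalization.

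The lists hold 843121 (wild type), 794299 (*hen2-2*), 924907 (*spt16-1*), 705245 (*ssrp1-2*), 690139 (wild type at 4 °C) and 410655 (*hen2-2* at 4 °C) read pairs. With pooled replicates, no variation between plants or libraries can be estimated. Intervals are 95% Wilson intervals for shares, or 95% percentile intervals over 1000 resamples of genes (genome bins of 10000 nt for TIF-clusters outside genes and for TIF-cluster lengths), and p-values are from Fisher's exact test or the exact McNemar test. All of them treat TIF-clusters or genes as the unit and leave out the variation between replicates, so they are too narrow as statements about genotypes.

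Gene models were those of Araport11 on chromosomes 1 to 5 of TAIR10, which give 27444 coding genes, of which 20613 overlap no other coding gene on either strand. The authors used another release of gene models. Each TIF-cluster was placed relative to the span of the coding sequence over the isoforms of a gene: spanning it (whole ORF), starting inside it (internal initiation), ending inside or before it (internal termination), starting and ending inside it, overlapping 2 or more genes, antisense, or intergenic. TIF-clusters that touch only overlapping genes were left out. TIF-clusters wholly inside a UTR were counted by the end of the coding sequence that they miss. Those inside a 5′-UTR thus count as internal termination, and those inside a 3′-UTR as internal initiation.

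sppRNA were called as TIF-clusters under 350 nt on the strand of a non-overlapping coding gene that overlap its annotated TSS extended by 40 nt on both sides and no annotated termination site. This rule was fixed before the data were examined. It calls fewer TIF-clusters than the paper lists, and after that was seen, calls were compared with the paper's list for several definitions of the TSS. The most used 5′ end of whole-ORF TIF-clusters of the gene, with read pairs summed over the 6 lists, was added as an alternative. Results that use it are marked as chosen after seeing the values, and the first rule gives the values reported as results.

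Overlaps of gene lists and motif counts were set against 10000 random lists of equal size, drawn from expressed genes (for the motifs, those without sppRNA in any list) and matched on their number of TIF-clusters, and are given as a place among these lists without a p-value. Motifs were counted on both strands, GAGAR in 150 nt downstream and RGCCCAW in 200 nt upstream of the annotated TSS. Lists were compared at equal depth by drawing read pairs at random down to 410655 per list, or to the smaller total of a pair. TIF-clusters of at least 3 read pairs were kept. The list with the smallest total was left unchanged, so the others ended with fewer read pairs than it. The random seed was 20200522.

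Genes named in the text are those the paper names for TIF-seq or sppRNA, the region of *SVALKA*, and the 5 genes with the most sppRNA TIF-clusters in *hen2-2* at 22 °C and none in wild type, a rule set before the data were examined. *HEN2*, *SPT16* and *SSRP1* were added as the mutated genes, and *DREB1A* and *CBF1* as the borders of the *SVALKA* region.

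The alternatives were the gene set, the isoform taken, at least 5 read pairs, merging of TIF-clusters within 50 nt, equal depth, the windows and length limits, the definition of expressed genes, and unmatched lists. The functions were tested on simulated data, written after the first run on the deposited lists and without changing any function since. In it, 100% of 2000 simulated TIF-clusters were given the category they were made with and 100% of 2000 short ones were called or left out as made. Intervals held a true log2 ratio of 0 in 97% and of 1 in 95% of 200 runs. Of 100 unchanged gene lists, 5% lay above percentile 95 of their random lists, and 100% of 100 lists with planted motifs did. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.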

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

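The tests of the difference between temperatures were chosen only after the result was seen, that is, after the separate values at 22 °C and 4 °C. What the tests at equal depth would show was written down before they were run, and the point on batches was added afterwards.

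The effect of *hen2-2* on the shares of TIF-cluster categories differs between the temperatures, and a test of the difference itself is the reason for listing it here. Subtracting the log2 ratio at 22 °C from that at 4 °C gives 0.85 for internal termination (95% bootstrap interval 0.70 to 1.01), 1.22 for TIF-clusters under 200 nt (1.10 to 1.37), 0.86 for intergenic TIF-clusters (0.53 to 1.20), 1.04 for internal start and end (0.60 to 1.64), 0.28 for internal initiation (0.21 to 0.34) and -0.14 for whole-ORF TIF-clusters (-0.16 to -0.12). For antisense TIF-clusters the difference is 0.20 (-0.28 to 0.67), so none was detected. Shares of 1 list sum to a fixed total, so these values are not independent, and the fall of whole-ORF TIF-clusters mirrors the rise of the others.

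The *hen2-2* list at 4 °C has the fewest read pairs, so a difference in depth was tested by thinning the lists to 1 total. At equal depth the differences are 1.08 for internal termination, 1.64 for TIF-clusters under 200 nt, 1.13 for intergenic TIF-clusters, 1.44 for internal start and end and 0.52 for internal initiation, and each interval excludes 0. The other lists were filtered again at 3 read pairs after thinning, while the *hen2-2* list at 4 °C was left unchanged. Depth is therefore not fully equal, which can raise these values. Without thinning, the *hen2-2* list at 4 °C is the shallowest and the differences have the same sign. Both comparisons together argue against depth as the whole cause. Thinning cannot restore TIF-clusters that the authors' filters removed. A library or batch difference between the pooled lists cannot be told apart from an effect of temperature, because there is 1 pool per genotype and temperature. The shares change in both genotypes. From 22 °C to 4 °C, internal termination falls from 3.03% to 2.09% in wild type and rises from 7.48% to 9.28% in *hen2-2*. TIF-clusters under 200 nt fall from 2.16% to 1.32% in wild type and rise from 7.88% to 11.2% in *hen2-2*. An effect of cold on *hen2-2*, on wild type or on both stays open as an untested biological explanation.

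Short TIF-clusters outside the sense strand of genes also stand out. The paper reports larger shares of intergenic and antisense TIF-clusters in *hen2-2* and gives no number for those under 200 nt. Antisense and intergenic TIF-clusters under 200 nt number 261 in *hen2-2* at 22 °C and 262 at 4 °C, against 8 and 3 in wild type. The sorting of short TIF-clusters by position gives slightly fewer. In *hen2-2* it gives 96 antisense and 158 intergenic ones at 22 °C, and 90 and 166 at 4 °C. In wild type it gives 3 and 2 at 22 °C, and 1 and 1 at 4 °C. Both *hen2-2* lists hold fewer read pairs than the wild-type list of the same temperature, so greater depth is excluded as the cause without a further test. With the lists thinned to 1 total, the numbers are 156 and 262 against 3 and 1. A hypothesis is that short RNAs of the kind found at gene starts may also form at antisense and intergenic TSSs. The excess is in the same direction in both pairs of lists, which come from separate libraries, and no label names a batch. The hypothesis was not tested further, and it was formed on the same data.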

How the results depend on the processing

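The alternatives were set before the data were examined, except 3: counting TIF-clusters wholly inside a UTR as internal start and end, and placing the TSS at the most used whole-ORF 5′ end, without and with overlapping genes. These 3 were chosen after seeing the data. The TSS setting followed a comparison of several definitions (annotated gene start, start of the first transcript model, most used 5′ end) with the authors' own sppRNA list, so its closeness to that list is no independent evidence. The rule with the annotated TSS is the result reported throughout.

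The comparisons whose ranges are given in this paragraph kept their direction and their side of the threshold under all alternatives run for them. Between all read pairs and equal depth, differences in isoforms per gene from wild type at 22 °C kept their direction but not their side of the threshold. Those of *spt16-1*, *ssrp1-2* and *hen2-2* passed it with all read pairs and not at equal depth. That of wild type at 4 °C passed it at equal depth only. Under other alternatives, the direction of small differences changed. The *hen2-2* mean lay above that of wild type with all TIF-clusters on the strand counted and with those within 50 nt merged. The mean of wild type at 4 °C lay below that at 22 °C with all TIF-clusters on the strand counted and with at least 5 read pairs. For *hen2-2* over wild type, the log2 ratio of internal termination lay between 0.62 and 1.51 at 22 °C and between 1.32 and 2.54 at 4 °C. With genes as the unit, the log2 ratio of genes with internal termination in 1 list only was 2.70 and 3.23. For TIF-clusters under 200 nt it lay between 0.92 and 2.04 at 22 °C and between 2.00 and 3.16 at 4 °C. For antisense TIF-clusters it lay between 0.85 and 1.44, and for intergenic ones between 1.09 and 2.97. The share of sppRNA genes shared between temperatures lay between 64.1% and 67.0%, the log2 ratio of GAGAR between 0.43 and 1.17, and that of RGCCCAW between 0.56 and 1.48.

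Values without a test moved by more than their counting error, or for numbers by more than 1.5 times, in 172 cases, which are given here by setting, and the cause was not tested. Those that did not, together with the comparisons whose ranges are given above, make 154. Of the values for smaller categories, 118 moved and 38 did not.

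With the first annotated isoform of each gene only, the share of whole-ORF TIF-clusters was 80.1% in wild type, 75.8% in *hen2-2*, 82.6% in wild type at 4 °C, 71.1% in *hen2-2* at 4 °C, 82.4% in *spt16-1* and 83.8% in *ssrp1-2*. The share of internal initiation was 16.1% in wild type, 14.7% in *hen2-2*, 15% in wild type at 4 °C, 17% in *hen2-2* at 4 °C, 14.2% in *spt16-1* and 13.5% in *ssrp1-2*. The share of whole-ORF TIF-clusters at both annotated ends was 1.77% in wild type.

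With TIF-clusters of at least 5 read pairs, the share of whole-ORF TIF-clusters was 79.6% in wild type, 78.1% in *hen2-2*, 83.2% in wild type at 4 °C, 74.3% in *hen2-2* at 4 °C, 82.6% in *spt16-1* and 84.5% in *ssrp1-2*. The share of internal initiation was 16.9% in wild type, 14.1% in *hen2-2*, 14.4% in wild type at 4 °C, 15.9% in *hen2-2* at 4 °C, 14.3% in *spt16-1* and 12.9% in *ssrp1-2*. The mean number of isoforms per gene was 3.07 in wild type, 2.99 in *hen2-2*, 3.05 in wild type at 4 °C, 2.54 in *hen2-2* at 4 °C, 3.21 in *spt16-1* and 2.91 in *ssrp1-2*. The number of sppRNA TIF-clusters was 25 in wild type, 194 in *hen2-2*, 6 in wild type at 4 °C, 154 in *hen2-2* at 4 °C, 18 in *spt16-1* and 5 in *ssrp1-2*. In turn, sppRNA genes numbered 16 in wild type, 126 in *hen2-2*, 6 in wild type at 4 °C, 106 in *hen2-2* at 4 °C, 16 in *spt16-1* and 4 in *ssrp1-2*. In turn, sppRNA genes as a share of expressed genes was 2.1% in *hen2-2*, 2.5% in *hen2-2* at 4 °C and 0.0719% in *ssrp1-2*. The median sppRNA length in nt was 93.5 in *hen2-2* at 4 °C.

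With TIF-clusters within 50 nt merged, the share of whole-ORF TIF-clusters was 75.6% in wild type, 69% in *hen2-2*, 77.2% in wild type at 4 °C, 64.8% in *hen2-2* at 4 °C, 77.1% in *spt16-1* and 78.4% in *ssrp1-2*. The share of internal initiation was 17.5% in *hen2-2*, 18.2% in wild type at 4 °C, 19.7% in *hen2-2* at 4 °C, 17% in *spt16-1* and 16.7% in *ssrp1-2*. The mean number of isoforms per gene was 1.69 in wild type, 1.7 in *hen2-2*, 1.71 in wild type at 4 °C, 1.54 in *hen2-2* at 4 °C, 1.74 in *spt16-1* and 1.64 in *ssrp1-2*.

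With TIF-clusters wholly inside a UTR counted as internal start and end (chosen after seeing the values), the share of internal initiation was 16.4% in wild type, 14.8% in *hen2-2*, 15.6% in wild type at 4 °C, 16% in *hen2-2* at 4 °C, 14.7% in *spt16-1* and 14.2% in *ssrp1-2*.

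With overlapping coding genes included, the share of whole-ORF TIF-clusters at both annotated ends was 1.7% in wild type. The number of sppRNA TIF-clusters was 71 in wild type, 668 in *hen2-2*, 565 in *hen2-2* at 4 °C and 23 in *ssrp1-2*. Further, sppRNA genes numbered 54 in wild type, 449 in *hen2-2*, 16 in wild type at 4 °C, 399 in *hen2-2* at 4 °C, 42 in *spt16-1* and 22 in *ssrp1-2*. Further, sppRNA genes as a share of expressed genes was 3.94% in *hen2-2*. The share of internal initiation ending at gene ends was 58.5% in wild type, 59.2% in *spt16-1* and 59.4% in *ssrp1-2*.

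With 50 nt in place of 20 nt for an end at the annotated end, the share of whole-ORF TIF-clusters at both annotated ends was 4.25% in wild type.

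With all TIF-clusters on the strand of a gene counted, the mean number of isoforms per gene was 4.24 in wild type, 4.27 in *hen2-2*, 4.16 in wild type at 4 °C, 3.58 in *hen2-2* at 4 °C, 4.34 in *spt16-1* and 3.87 in *ssrp1-2*.

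With sppRNA under 200 nt, the number of sppRNA TIF-clusters was 20 in wild type, 4 in wild type at 4 °C, 17 in *spt16-1* and 3 in *ssrp1-2*. Also, sppRNA genes numbered 14 in wild type, 4 in wild type at 4 °C, 14 in *spt16-1* and 3 in *ssrp1-2*. Also, sppRNA genes as a share of expressed genes was 0.187% in wild type, 0.056% in wild type at 4 °C, 0.175% in *spt16-1* and 0.0408% in *ssrp1-2*. The median sppRNA length in nt was 85 in wild type, 114 in wild type at 4 °C, 106 in *spt16-1* and 77 in *ssrp1-2*.

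With a TSS window of 100 nt, the number of sppRNA TIF-clusters was 105 in wild type, 1048 in *hen2-2*, 42 in wild type at 4 °C, 901 in *hen2-2* at 4 °C, 85 in *spt16-1* and 32 in *ssrp1-2*. Further, sppRNA genes numbered 73 in wild type, 684 in *hen2-2*, 33 in wild type at 4 °C, 620 in *hen2-2* at 4 °C, 59 in *spt16-1* and 25 in *ssrp1-2*. Further, sppRNA genes as a share of expressed genes was 0.933% in wild type, 8.59% in *hen2-2*, 0.448% in wild type at 4 °C, 9.89% in *hen2-2* at 4 °C, 0.699% in *spt16-1* and 0.313% in *ssrp1-2*.

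With the TSS at the most used whole-ORF 5′ end (chosen after seeing the values), the number of sppRNA TIF-clusters was 263 in wild type, 1764 in *hen2-2*, 89 in wild type at 4 °C, 1593 in *hen2-2* at 4 °C, 187 in *spt16-1* and 90 in *ssrp1-2*. In turn, sppRNA genes numbered 158 in wild type, 1128 in *hen2-2*, 65 in wild type at 4 °C, 1029 in *hen2-2* at 4 °C, 107 in *spt16-1* and 53 in *ssrp1-2*. In turn, sppRNA genes as a share of expressed genes was 2.09% in wild type, 14.3% in *hen2-2*, 0.896% in wild type at 4 °C, 16.5% in *hen2-2* at 4 °C, 1.34% in *spt16-1* and 0.721% in *ssrp1-2*.

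With that TSS and overlapping genes included (also chosen after seeing the values), the number of sppRNA TIF-clusters was 362 in wild type, 2484 in *hen2-2*, 104 in wild type at 4 °C, 2192 in *hen2-2* at 4 °C, 260 in *spt16-1* and 121 in *ssrp1-2*. Likewise, sppRNA genes numbered 231 in wild type, 1590 in *hen2-2*, 79 in wild type at 4 °C, 1429 in *hen2-2* at 4 °C, 162 in *spt16-1* and 79 in *ssrp1-2*. Likewise, sppRNA genes as a share of expressed genes was 2.17% in wild type, 14.2% in *hen2-2*, 0.78% in wild type at 4 °C, 16.2% in *hen2-2* at 4 °C, 1.42% in *spt16-1* and 0.752% in *ssrp1-2*. The median sppRNA length in nt was 176.5 in wild type at 4 °C.

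With expressed genes defined by a whole-ORF TIF-cluster, sppRNA genes as a share of expressed genes was 2.9% in *hen2-2* and 3.04% in *hen2-2* at 4 °C.

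With 50 nt in place of 150 nt of the gene end, the share of internal initiation ending at gene ends was 12.8% in wild type, 13.4% in *spt16-1* and 12.2% in *ssrp1-2*. The share of mutant-only internal initiation ending at gene ends was 18.1% in *spt16-1* and 15.1% in *ssrp1-2*.

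With no wild-type 5′ end within 200 nt, the share of mutant-only internal initiation ending at gene ends was 66% in *spt16-1* and 66.6% in *ssrp1-2*.

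Leaving out each replicate was not run, because the deposited lists pool the replicates. No paired analysis was possible because the lists pool the replicates of each genotype and temperature. Including organelle sequences gave no value, because the lists hold none. With a minimum of 3 read pairs, genes with few molecules give no TIF-cluster, which limits how many genes each list covers.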

Differences from the paper's values

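The paper's values are from its text and its supplementary tables. None of the alternatives set before the data were examined closed a gap unless it is named here.

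For TIF-clusters with internal start and end, the share here is 0.554% in wild type, 0.427% in *spt16-1*, 0.356% in *ssrp1-2*, 0.716% in *hen2-2* and 0.337% in wild type at 4 °C, against the paper's 1.42%, 1.47%, 1.08%, 3.02% and 0.958%. Counting TIF-clusters wholly inside a UTR in this category, an alternative chosen after seeing the values, gave 1.95%, 1.64%, 1.46%, 5.22% and 1.40%, within 1.5 times the paper's values except in *hen2-2*.

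For wild-type whole-ORF TIF-clusters, the share inside both annotated ends is 83.1% here against the paper's 41.7%. Those inside the 5′ end only make up 8.34% against the paper's 20.0%, and those inside the 3′ end only 5.85% against the paper's 12.0%; with 50 nt in place of 20 nt, these 2 shares were 16.5% and 14.0%, which closes both gaps. Those at both ends make up 0.935% against the paper's 7.25%. Those beyond the 5′ end and inside the 3′ end make up 0.176% against the paper's 5.44%, and those inside the 5′ end and beyond the 3′ end 0.975% against the paper's 4.91%. Those beyond the 3′ end only make up 0.304% against the paper's 3.80%, beyond both ends 0.280% against the paper's 2.63%, and beyond the 5′ end only 0.0720% against the paper's 2.32%.

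The log2 ratio of *hen2-2* over wild type at 22 °C is 1.31 for internal termination, against 1.07 from the paper's shares, and 0.37 for internal start and end, against 1.09 from the paper's shares.

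The share of expressed genes with sppRNA in *hen2-2* is 3.50% here against the paper's range of 13 to 15%. When the TSS was placed at the most used whole-ORF 5′ end it was 14.3%, and with overlapping genes included as well 14.2%, both inside the paper's range and both chosen after seeing the values.

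The number of sppRNA TIF-clusters is 43 in wild type against the paper's 319, 407 in *hen2-2* against the paper's 2056, 12 in wild type at 4 °C against the paper's 100, 364 in *hen2-2* at 4 °C against the paper's 1824, 40 in *spt16-1* against the paper's 229 and 11 in *ssrp1-2* against the paper's 109. The number of genes with sppRNA is 29 in wild type against the paper's 198, 10 in wild type at 4 °C against the paper's 72, 257 in *hen2-2* at 4 °C against the paper's 1197, 25 in *spt16-1* against the paper's 133 and 10 in *ssrp1-2* against the paper's 70. Under the TSS at the most used whole-ORF 5′ end, without or with overlapping genes, settings chosen after seeing the values, all of these numbers were within 1.5 times the paper's. Without overlapping genes, the TIF-clusters numbered 263, 1764, 89, 1593, 187 and 90 in the same order.

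Wild-type TIF-clusters under 6000 nt number 45190 here, against the paper's 41190 in a figure legend, a gap that was not resolved.

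The paper describes similar numbers of isoforms per gene across its data sets, and *hen2-2* at 4 °C has 2.82 here against 3.47 at 22 °C. Thinned to the 4 °C total, the 22 °C list has 2.91, so most of this difference is absent after thinning. The paper states that TIF-seq detects isoforms of *SVALKA* induced by cold, and 0 TIF-clusters lie in that region here. In its figure of AT4G15260 the paper shows TIF-seq molecules in FACT mutants, in *spt16-1* with antisense ones, and here the *spt16-1* and *ssrp1-2* lists hold 0 sense and 0 antisense TIF-clusters at that gene. Per its methods, the browser views of the paper show aligned reads from before clustering. Molecules below 3 read pairs or removed by the later filters can appear there and not here, so at both loci the measures differ. The paper treats *ACT8*, *GRF10*, AT5G02500, AT1G70600 and AT4G29810 as genes with sppRNA, and the rule with the annotated TSS calls none of them in *hen2-2* at 22 °C. When the TSS was placed at the most used 5′ end, chosen after seeing the values, the first 4 of these were called at 22 °C and AT4G29810 only at 4 °C.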

Other observations

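The mean-difference test of GAGAR and the TSS distances were chosen only after the result was seen. The readings of 2 further tests, on A-rich sequence and on the first 5′ splice site, were also set after their results were seen. The comparison of read pairs in wild type at the end was exploratory. The other tests below were written down before they were run.

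At equal depth, the mean numbers of isoforms per gene are 2.94 in wild type, 2.91 in *hen2-2*, 3.08 in wild type at 4 °C, 2.82 in *hen2-2* at 4 °C, 2.97 in *spt16-1* and 2.93 in *ssrp1-2*. The gap of 0.649 isoforms between *hen2-2* at 22 °C and at 4 °C shrinks to 0.0867 (0.0322 to 0.136) at equal depth. Depth may thus account for most of that gap, and the remainder excludes 0. Only the 22 °C list lost TIF-clusters to the filter after thinning, so the remainder may be understated.

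Both FACT mutants have a smaller share of internal initiation than wild type. Thinned to 1 total, the log2 ratios are -0.26 in *spt16-1* and -0.31 in *ssrp1-2*, so a difference in depth is excluded as the whole cause. The *spt16-1* list is deeper than that of wild type and the *ssrp1-2* list is shallower. Truncated molecules near gene ends were tested by leaving out TIF-clusters that start in the last 500 nt. The log2 ratios are then -0.11 (-0.16 to -0.05) and -0.16 (-0.23 to -0.10), against -0.32 and -0.37 for TIF-clusters that start in those 500 nt. An excess in wild type of truncated molecules that start in the last 500 nt is excluded as the whole cause and may account for a part. Truncated molecules that start further upstream were not covered by this test, so truncation stays open. Both mutants are compared with the same wild-type pool, so a property of that pool stays open.

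The FACT mutants also have fewer sppRNA TIF-clusters than wild type. Under the TSS at the most used 5′ end, chosen after seeing the values, there are 87 in *spt16-1*, 55 in *ssrp1-2* and 147 in wild type at equal depth. Lower depth is thereby excluded as the whole cause in *ssrp1-2*, and in *spt16-1* it did not arise, since that list is deeper than that of wild type. With the annotated TSS the numbers at equal depth are 13, 7 and 25.

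The 3′ ends of sppRNA were examined in *hen2-2* at 22 °C with the calls at the most used 5′ end. The 10 nt after them hold a mean of 2.56 As (2.49 to 2.63), against 2.50 (2.47 to 2.52) at random positions of the same regions and 2.69 (2.65 to 2.74) after whole-ORF TIF-clusters. The mean lies above that of the random positions, as written beforehand for priming on A-rich sequence, but the intervals overlap, and the authors had removed ends at runs of A. Such priming therefore cannot be told apart from other origins of these ends. AATAAA lies 10 to 40 nt upstream of 1.42% of sppRNA ends (0.962 to 2.08), of 0.799% of random positions and of 7.82% of whole-ORF ends. Cleavage at AATAAA met the test as written, but the motif is absent upstream of nearly all of these ends.

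GAGAR is 1 of 30 orders of its bases. By the test written beforehand, A and G content of the region explains the enrichment if other orders are enriched as much as GAGAR. GAGAR ranked 6 with the annotated TSS and 6 with the most used 5′ end, so that A and G content stays a candidate explanation. The 5 orders above it with the annotated TSS are AGRGA, GARAG, RGAGA, AGAGR and RAGAG. A second test, chosen after that rank was seen, compared GAGAR with the mean of the other 29 orders. The windows at the annotated TSS are better aligned to used 5′ ends at sppRNA genes than at the others, which affects the values given for that TSS. The difference of log2 ratios is 0.35 (0.18 to 0.52) with the annotated TSS and 0.19 (0.12 to 0.26) with the most used 5′ end, which argues against equal enrichment of every order. Neither test singles out GAGAR among the related GA repeats.

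Of 1481 sppRNA TIF-clusters at genes with an intron, 69.5% end before the first 5′ splice site, with calls at the most used 5′ end. Shuffling the lengths among the genes gave a mean of 72.7%, and 10000 shuffles lay between 70.6% and 75.0%. The hypothesis was that sppRNA end before this site more often than their lengths give. The share is lower than in every shuffle, the opposite of that hypothesis, and lengths alone are excluded as an account by the same comparison. Of 1764 sppRNA TIF-clusters, 55.6% end before the start codon.

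Fewer sppRNA TIF-clusters were called here than in the paper's list. At 80.4% of 9539 genes the most used whole-ORF 5′ end lies more than 40 nt downstream of the annotated TSS, so the TSS of the gene models used here is a candidate explanation. The authors used another release of gene models, which was not used here.

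With calls at the most used 5′ end, 991 sppRNA genes have a median of 32 whole-ORF read pairs in wild type, against 18 at 4911 other genes. The highest of 10000 random lists has a median of 21. An sppRNA call needs a short TIF-cluster of at least 3 read pairs, so genes with more molecules are more likely to be called. This by itself can raise the median, so the comparison cannot separate detection from a link with expression.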
